# Epigenetic modulators of B cell fate identified through coupled phenotype-transcriptome analysis

**DOI:** 10.1038/s41418-022-01037-5

**Published:** 2022-07-13

**Authors:** Isabella Y. Kong, Stephanie Trezise, Amanda Light, Izabela Todorovski, Gisela Mir Arnau, Sreeja Gadipally, David Yoannidis, Kaylene J. Simpson, Xueyi Dong, Lachlan Whitehead, Jessica C. Tempany, Anthony J. Farchione, Amania A. Sheikh, Joanna R. Groom, Kelly L. Rogers, Marco J. Herold, Vanessa L. Bryant, Matthew E. Ritchie, Simon N. Willis, Ricky W. Johnstone, Philip D. Hodgkin, Stephen L. Nutt, Stephin J. Vervoort, Edwin D. Hawkins

**Keywords:** Cell death and immune response, Epigenetics

## Abstract

High-throughput methodologies are the cornerstone of screening approaches to identify novel compounds that regulate immune cell function. To identify novel targeted therapeutics to treat immune disorders and haematological malignancies, there is a need to integrate functional cellular information with the molecular mechanisms that regulate changes in immune cell phenotype. We facilitate this goal by combining quantitative methods for dissecting complex simultaneous cell phenotypic effects with genomic analysis. This combination strategy we term Multiplexed Analysis of Cells sequencing (MAC-seq), a modified version of Digital RNA with perturbation of Genes (DRUGseq). We applied MAC-seq to screen compounds that target the epigenetic machinery of B cells and assess altered humoral immunity by measuring changes in proliferation, survival, differentiation and transcription. This approach revealed that polycomb repressive complex 2 (PRC2) inhibitors promote antibody secreting cell (ASC) differentiation in both murine and human B cells in vitro. This is further validated using T cell-dependent immunization in mice. Functional dissection of downstream effectors of PRC2 using arrayed CRISPR screening uncovered novel regulators of B cell differentiation, including *Mybl1*, *Myof*, *Gas7* and *Atoh8*. Together, our findings demonstrate that integrated phenotype-transcriptome analyses can be effectively combined with drug screening approaches to uncover the molecular circuitry that drives lymphocyte fate decisions.

## Introduction

The production of protective antibodies in response to challenge with pathogens is an essential element of effective immunity. Antibodies are produced by plasma cells (or antibody secreting cells – ASC) that develop from stimulated B cells [1]. ASC differentiation is highly orchestrated, and the molecular steps are well-known [1]. However, the healthy path to ASC formation can be disrupted, resulting in diseases such as immunodeficiency, autoimmunity or the development of blood cancers. Thus, therapeutic strategies that can modulate both ASC differentiation and antibody production are the focus of drug screening approaches.

In recent years, it has become apparent that changes in the epigenetic landscape are associated with the development of both immune disorders and cancer [2]. In turn, epigenetic modifying compounds (EMCs) have emerged as promising therapeutic agents for treating haematological malignancies and immune disorders [3]. The B cell lineage is particularly susceptible to epigenetic modifications through EMCs and has led to clinical trials using compounds such as panobinostat to treat the plasma cell malignancy, myeloma [4]. Despite extensive studies investigating EMCs, the precise functional effects of most of these compounds remain unclear.

Here, we used Multiplexed Analysis of Cells sequencing (MAC-seq) in conjunction with a quantitative framework for dissecting and isolating immune cell function in vitro to simultaneously define the transcriptional and phenotypic effects of selected EMCs. Through this approach, we characterized the effects of 60 EMCs, defining the epigenome mediated influence on ASC differentiation and highlighting a functional and potentially therapeutically targetable role of polycomb repressive complex 2 (PRC2) inhibition in regulating the immune response. Furthermore, the extension of these findings to arrayed CRISPR screens identified novel target genes of PRC2 that regulate ASC differentiation.

## Results

### MAC-seq dissects the effects of epigenetic inhibitors on B cell proliferation, survival and ASC differentiation

We performed quantitative functional and epigenetic analysis on a panel of 60 EMCs, including compounds targeting bromodomains, histone acetyltransferases (HATs), histone deacetylases (HDACs) and polycomb repressive complex 2 (PRC2) (Supplementary Table 1). In addition to the 40 EMCs from Compound Australia’s epigenetics library, we included (1)EMCs that have been previously studied functionally in B cells as positive controls [5] and (2)identical compounds from different commercial sources as an internal control that both functional and transcriptional readouts are repeatable. 

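At 72 hr the transcriptomes of the cultures tell how alike the same compound from different sources was. They were read by MAC-seq, which counts the messenger RNA of each culture well by unique molecular identifiers (UMIs). The EZH2 inhibitor GSK503, the bromodomain inhibitor I-BET-762 and the HDAC inhibitors PCI-34051 and vorinostat each came from the epigenetics library and from another source. PCI-34051 from its sources lay 1.94 apart in the first 10 principal components of log2 expression, and 0% of the pairs of different compounds lay closer. It changed 0 genes at an adjusted p of at most 0.05 against untreated wells, so its closeness cannot show a shared effect. The distance was 6.99 for vorinostat, with 8.2% of the other pairs closer, and 7.52 for I-BET-762, with 10.4% closer. GSK503 from its sources lay 23.0 apart, and 47.2% of the pairs of different compounds lay closer. Its library wells held 54419 and 122192 UMIs and its other well 203788. With all wells thinned to the same number of UMIs GSK503 lay 19.2 apart (22.2% closer), and the others farther apart than before, PCI-34051 10.6 (1% closer), vorinostat 16.3 (10.2%) and I-BET-762 14.9 (6.8%). The score of antibody secreting cell (ASC) genes in single GSK503 wells was nevertheless 0.199 and 0.193 from the library and 0.181 from the other source. Vorinostat, which lowered this score, gave 0.0584 and 0.0699 from the library and 0.0677 from the other source. Over the 4 compounds the mean distance between sources was 9.87, against 23.5 ± 13.8 (SD) over 500 pairs of different compounds. A permutation of the pairing over all library and control compounds, one-sided for closer, gave p = 0.0070. The other pairs hold compounds without a partner, such as A485, THZ531 and YKL-5-124. Such a p therefore tells that these compounds lay closer than pairs of any compounds, and the matching of sources among them was not tested. With thinned wells the means were 15.3 and 29.1 ± 11.3 (SD, 500 pairs), with a permutation p = 5.8e-04. RGFP966 was planned as a further compound with different sources, but its control well is labelled RGF966 and was first taken for another compound. Read as 1 compound, a pair added after the other results were seen, it lay 4.55 apart between sources with 1.8% of the other pairs closer, and the permutation p over 5 compounds was 8.2e-04. Most labels stand for 1 or 2 wells, so that the distance of 1 compound has no replicate error, and JQ1, PFI-3 and panobinostat could not be compared in this way at 72 hr.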

In recent years it has become apparent that several phosphatases play critical roles in the regulation of transcription. PP2A may directly regulate RNA Polymerase II as well as epigenetic components such as BRD4, and it is for this reason that PP2A inhibitors were included in our study [6–8]. For this screen, we cultured murine B cells with 1 µM of the compounds tested, which is the reported concentration that works for many EMCs. To quantify how the B cell response was altered, we combined quantitative flow cytometry to measure changes in proliferation, survival and ASC differentiation with MAC-seq to examine the overall transcriptomic changes (Fig. 1a).

**Fig. 1:**
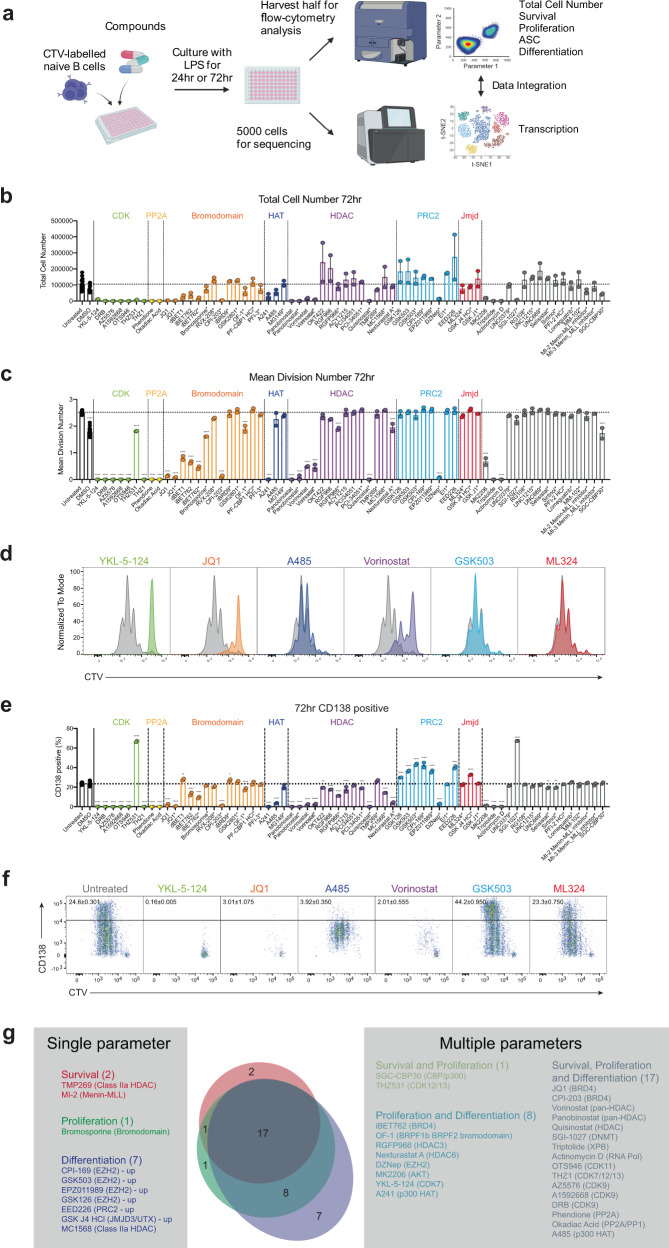
Flow cytometry analysis identifies B cell parameters affected by epigenetic modifying compounds. **a** Experimental workflow. CTV-labeled naïve murine B cells were cultured in LPS and treated with various compounds(1 µM). Half of the culture was harvested for flow cytometry analysis and transcriptome analysis was performed on 5000 cells per condition at 24 hr and 72 hr. **b** Total cell number and **c** mean division number at 72 hr post culture. **d** Representative CTV profiles for YKL-5-124, JQ1, A485, Vorinostat, GSK503 and ML324. Untreated controls are in gray. **e** Percentage of CD138^+^ cells at 72 hr. **f** Representative plots of CD138 expression for untreated, YKL-5-124, JQ1, A485, Vorinostat, GSK503 and ML324. **g** Summary on the effect of compounds on parameters measured by flow cytometry. Data in **d**, **f** are representative of two independent replicates. Significant differences in **b**, **c**, **e** were determined using ANOVA Bonferroni corrections. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

B lymphocytes stimulated by LPS in vitro follow kinetic principles broadly consistent with the general Cyton model [9–13]. Thus, they regulate survival and division independently, and cells display a broad variation in time to first division that accounts for the highly asynchronous division peaks. Furthermore, stimulated cells progressively differentiate to ASC at a frequency that increases with each generation [11, 14]. These features are consistent with the quantitative framework of lymphocyte responses outlined in Fig. S1a [9, 12, 15, 16] and are applied here to dissect and isolate the effects of inhibitor compounds. By reference to these methods, we initially determined that we could extract key features of drug-targeting from a typical 4-day in vitro assay by focussing on two critical timepoints – a 24 h (hr) timepoint to characterize changes restricted to lymphocyte survival and a 72 hr timepoint for B cell activation, proliferation and differentiation (Fig. S1b). Flow cytometry data identified EMCs that significantly reduced total cell numbers at 24 hr before lymphocytes enter division, thus classifying these compounds as modifiers of cell survival **(**Fig. S1c). This effect also manifests as a reduction in total cell number at 72 hr **(**Fig. 1b). By integrating data from both time points, we can infer compounds where the effects on B cell function are restricted solely to lymphocyte survival or broader changes in the immune response. Precursor cohort analysis (that eliminates effects of division on cell numbers) can be integrated into the analysis to determine if reduced cell numbers at 72 hr are only due to altered survival or a result of concurrent changes in proliferation [9] (Fig. S1d). By calculating the mean division number of responding cells over time, proliferation kinetics can be accurately measured. Using this approach, we identified compounds that phenotypically modify cell death, including CDK inhibitors, some bromodomain (JQ1 and CPI-203) and HDAC inhibitors (panobinostat, vorinostat and Quisinostat) (Fig. S1c, d). We also identified compounds that reduced proliferation and ASC differentiation, including CDK, Bromodomain and HDAC inhibitors (Fig. 1c–f). Interestingly, nine compounds, THZ531, GSK-J4-HCl, SGI-1027 and six out of the eight compounds that target the PRC2 complex, significantly increased ASC differentiation (Fig. 1e, f). Importantly, quantitative outputs obtained from large-scale MAC-seq assays using only two timepoints were comparable to data sets with four timepoints (Fig. S1e–g). Thus, reducing the number of time points for MAC-seq does not affect the sensitivity of the assay.

This approach was used to dissect and assign the effects of each compound into separate categories based on their ability to target single or multiple parameters of the lymphocyte responses (Fig. 1g). We identified EMCs that only affect one component of the B cell response, such as PRC2 inhibitors (GSK503, GSK126 and EED226) that boosted ASC differentiation and bromosporine that only reduced B cell proliferation. In contrast, compounds including JQ1 and the pan-HDAC inhibitors vorinostat and panobinostat affected multiple parameters simultaneously (survival, proliferation and ASC differentiation).

### MAC-seq reveals the transcriptome changes that match the phenotype identified by flow-cytometry

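MAC-seq profiles were analysed for 175 culture wells of LPS-stimulated murine splenic B cells, 70 at 24 hr and 105 at 72 hr. Each well held a compound at 1 µM or no compound, and messenger RNA from an aliquot of its cells was tagged with a well barcode and counted by UMIs. At 24 hr, 37 compounds were compared with 12 untreated wells, and at 72 hr 46 compounds with 15 untreated wells. Each time point was spread over 2 plates, with most compounds in 1 well of each plate, and a plate was treated as a block in every comparison. Vorinostat, GSK503 and PCI-34051 stood in 3 wells and I-BET-762 in 4 wells at 72 hr, whereas EED226, RGF966, OKT-422, YKL-5-124, PF-CBP1, I-BRD9 and MG149 stood in 1 well. RGF966 and RGFP966 may be 1 compound under different names, and they are counted apart among the 46. A compound in 1 well has no replicate of its own, and its spread was taken to be that of the other groups. JQ1 and CPI-203 were among the wells at 24 hr and not at 72 hr.

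Depth differed between plates. On plate 1 at 24 hr the compound wells held 55714 to 406505 UMIs (median 197935.5) and the 7 untreated wells 80695 to 162612 (median 138736). On plate 2 at 24 hr the compound wells held 48926 to 319743 (median 89199.5) and the 5 untreated wells 46608 to 74163 (median 65051). At 72 hr the compound wells of plate 1 held 47055 to 454515 (median 134001) and its 7 untreated wells 49202 to 343803 (median 95499). On plate 2 at 72 hr the compound wells held 50956 to 798231 (median 264959) and its 8 untreated wells 96862 to 360102 (median 247563). Pairs of untreated wells of one plate differed with a chi-square per gene of 1.02 to 1.69 (plate 1) and 1.07 to 3.17 (plate 2) at 72 hr, so that some pairs lay close to sampling noise. Each well has its own barcode and was counted as 1 replicate, and a p measures only the spread between these wells. The sample labels do not say whether the plates of a time point, or the untreated wells of a plate, hold separate cultures. The spread may therefore be technical.

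The authors' file holds UMI counts for 16767 gene symbols, without spike-in rows, flow cytometry values or wells with solvent alone. According to the sample labels, reads were trimmed with cutadapt and mapped to mm10. From these counts, genes with a UMI in at least 10% of the wells of a time point were kept, 13541 at 72 hr and 13061 at 24 hr. Library sizes were normalized by TMM, and each compound was compared with the untreated wells by edgeR's quasi-likelihood test with plate as a term, two-sided and adjusted by Benjamini-Hochberg. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Gene lists were tested with camera, and their members are counted as risen or fallen at an adjusted p of at most 0.05 whatever the fold change. Each well was also scored with AUCell, which measures how much of a list lies in the top 5% of the ranked genes of that well. AUCell scores of a compound and of untreated wells were compared by an exact permutation test, two-sided, on scores centred within plates. In simulated counts of this design, 24% of genes with a log2 fold change of 2 passed the test for 2 compound wells, and 57% for the pooled PRC2 inhibitors. Unchanged and weakly changed genes therefore cannot be told apart for a single compound.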

We integrated MAC-seq, a modified version of DRUG-seq [17] to pair quantitative phenotypic changes outlined above with molecular mechanisms regulated by the EMCs. 

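Over 32 compounds of 6 classes at 72 hr, the mean distance in the first 10 principal components was 16.2 within a class and 21.1 between classes. Inhibitors of Jmjd demethylases (GSK J1, GSK J4 and ML324) lay 6.70 apart on average and 15.4 from other compounds. Against untreated wells they changed 1, 2 and 1 genes at an adjusted p of at most 0.05. Their closeness may thus be that of compounds with little detected effect. HDAC inhibitors, 9 compounds, lay 13.1 apart and 18.7 from the others, and the 9 bromodomain inhibitors lay 15.2 apart and 19.0 from the others. Many of these had little detected effect too. Of HDAC inhibitors in more than 1 well, ACY1215, PCI-34051 and TMP269 changed 0 genes and MC1568 1, against 18 for RGFP966, 312 for nexturastat A and 1254 for vorinostat. Of bromodomain inhibitors, PFI-3 changed 0, GSK2801 6 and RVX-208 7, against 106 for bromosporine, 235 for OF-1, 437 for dBET1 and 931 for I-BET-762. RGF966 and RGFP966 both count among the HDAC inhibitors. Classes are those of the paper's supplement, which lists SGC-CBP30 not with bromodomain inhibitors but among other compounds, so it is not one of the 9. The 7 compounds taken as PRC2, DZNeP among them, lay 21.3 apart and 21.0 from the others. DZNeP is not a direct inhibitor of EZH2 or EED and lowered ASC genes, so the distances are not those of direct inhibitors alone. The 7 also include EED226, whose class is written PRC4 there and was read as PRC2, as was PRC3 for the control source of GSK503. The CDK inhibitors THZ531 and YKL-5-124 lay farther from each other, at 66.5, than from the rest, at 43.4, and so did the acetyltransferase inhibitors A485 and MG149, at 31.3 and 23.1. The CDK inhibitors also differed in single genes: Xbp1, a transcription factor of secretory cells, had a log2 fold change of 1.16 under THZ531 and −3.94 in the well with YKL-5-124. Distances were taken over the 2000 most variable genes after plate means were removed. A permutation of the class labels, with 100000 regroupings and one-sided for closer, gave p = 0.0063 for all classes together. Because compounds with little detected effect take part in it, that p cannot tell a shared effect of a class from their closeness. No class alone passed this permutation test after adjustment over the 6 classes, with p = 0.037 (adjusted p = 0.222) for Jmjd, 0.0761 (adjusted p = 0.228) for HDAC, 0.184 (adjusted p = 0.367) for bromodomain and 0.622 (adjusted p = 0.933) for PRC2 inhibitors. The permutation gave p = 0.843 (adjusted p = 1) for acetyltransferase and p = 1 for CDK inhibitors.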

Uniform Manifold Approximation and Projection for Dimension Reduction (UMAP) analysis shows that compounds that target similar classes of proteins cluster closely together (Fig. 2a). We validated the use of CD138 expression to identify compounds that increased ASC differentiation by examining the expression of ASC signature genes [18]. 

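The ASC signature, 301 genes high in antibody secreting cells that were defined on other samples, separated the compounds in both directions at 72 hr. Of its 275 members tested, 102 rose and 4 fell under SGI-1027, a DNA methyltransferase inhibitor (135 higher when adjusted over the list alone). Under THZ531, an inhibitor of transcriptional CDKs, 87 rose and 3 fell (114 higher adjusted over the list alone). The EZH2 inhibitor CPI-169 raised 59 members and lowered 1 (117 higher adjusted over the list alone). In the other direction, the acetyltransferase inhibitor A485 lowered 138 members and raised 1, and vorinostat lowered 134 and raised 3.

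The mean AUCell score of the signature was 0.140 ± 0.0073 (SD, n = 15) in untreated wells. THZ531 reached 0.231 ± 0.0077 (SD, n = 2), SGI-1027 0.213 ± 0.011 (SD, n = 2) and CPI-169 0.197 ± 0.0055 (SD, n = 2), and SGC-CBP30, which binds the bromodomains of CBP and p300, 0.169 ± 0.0054 (SD, n = 2). Each of these 4 compounds gave p = 0.00735 in the exact permutation test, the smallest that 2 wells against 15 allow, and an adjusted p = 0.026. The single well of the CDK7 inhibitor YKL-5-124 scored lowest, at 0.0395 (p = 0.0625, the smallest that 1 well allows in the exact permutation test, and adjusted p = 0.122). Among compounds in more wells the lowest score was 0.0552 ± 0.015 (SD, n = 2) for A485, followed by vorinostat (0.0653), DZNeP (0.0724), nexturastat A (0.0814) and MK2206 (0.103). I-BET-762 gave 0.120 ± 0.0081 (SD, n = 4; adjusted p = 0.0119 by the exact permutation test). By AUCell 7 compounds were higher and 7 lower at an adjusted p of at most 0.05.

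By camera, which tests the members' fold changes against those of all other genes, 15 of 46 compounds had a higher and 13 a lower signature. With a correlation between genes estimated from the wells, 10 were higher and 9 lower. Camera gave an adjusted p = 7.7e-60 for SGI-1027, 3.2e-52 for THZ531 and 2.1e-61 for A485. GSK J4, a demethylase inhibitor, raised 2 members, with camera adjusted p = 4.4e-10 (adjusted p = 0.013 with an estimated correlation) and an AUCell score of 0.157 (adjusted p = 0.0634, exact permutation test).

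**Figure D1:**
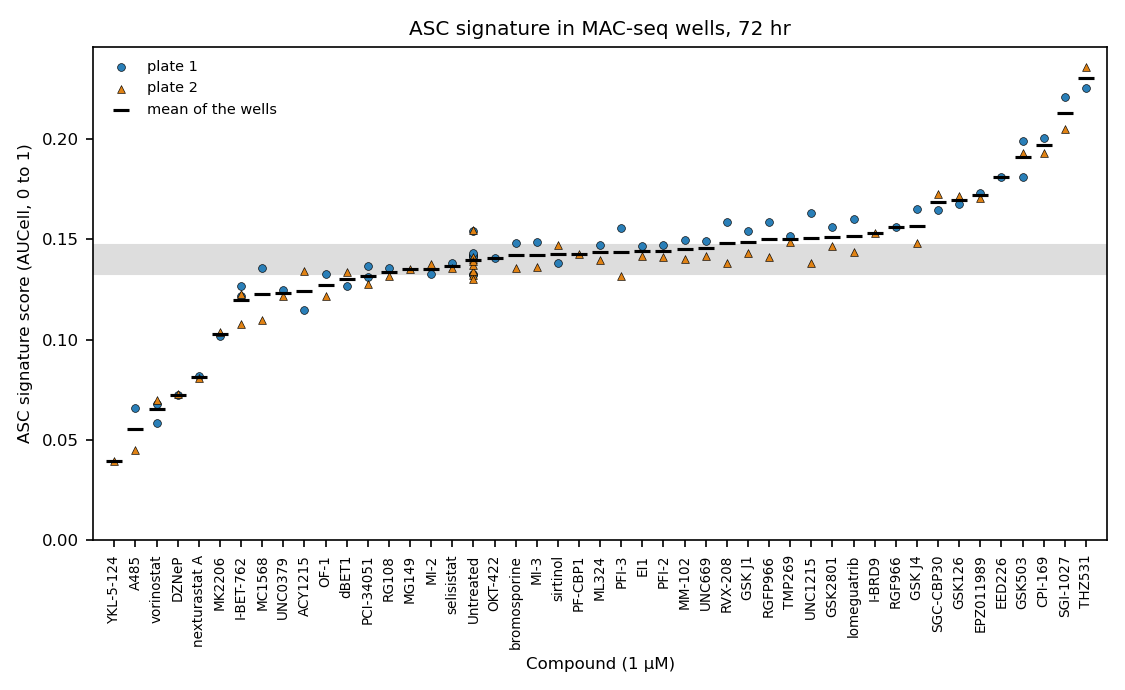
AUCell score of the ASC signature in each well at 72 hr, by compound. Circles are wells of plate 1 and triangles wells of plate 2, black dashes are means, and the grey band is the mean of the untreated wells ± SD (0.140 ± 0.0073); THZ531 and SGI-1027 lie highest and the single well of YKL-5-124 lowest.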

As expected, CD138 expression strongly correlated with the expression of ASC signature genes and was identified as plasmablasts using Cibersortx (Fig. 2b–e, S1h). 

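Sdc1, the gene that encodes CD138, varied across compounds together with the ASC signature. Its counts were low, with 0 to 7 UMIs in an untreated well at 72 hr, so that a fall would lie near the floor. Its mean in untreated wells at 72 hr was 10.9 ± 7.41 CPM (SD, n = 15). In THZ531 wells it was 53.5 ± 24.6 CPM (SD, n = 2), a log2 fold change of 2.25 (standard error 0.557, adjusted p = 0.00373). Under SGI-1027 the mean was 50.5 ± 6.45 CPM (SD, n = 2), a log2 fold change of 1.98 (standard error 0.461, adjusted p = 0.00118). These means rest on 3 and 10 UMIs in the THZ531 wells and 5 and 15 in the SGI-1027 wells. Without replicate 2, neither compound kept the call for Sdc1 (adjusted p = 0.66 for THZ531 and 0.16 for SGI-1027). The gene (ENSMUSG00000020592) lies on chromosome 12 of mm10 from 8771323 to 8793715.

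Across 46 compounds and the untreated group, each the mean of its wells, Sdc1 and the signature score had Pearson's r = 0.755 and Spearman's rho = 0.736. Sdc1 itself was left out of the score. Both had p = 1e-05 in a two-sided permutation test, the smallest that 100000 regroupings give, and this was the only relation tested. Without THZ531 and CPI-169, the 2 groups farthest from the median of Sdc1, r was 0.688 and rho 0.699. After every well was thinned to 47055 UMIs, r was 0.483 (permutation p = 6.3e-04) and rho 0.368 (permutation p = 0.0115). The flow cytometry values of CD138 are not in the files, so its transcript takes their place here. In this correlation Sdc1 was taken as CPM without TMM.

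**Figure D2:**
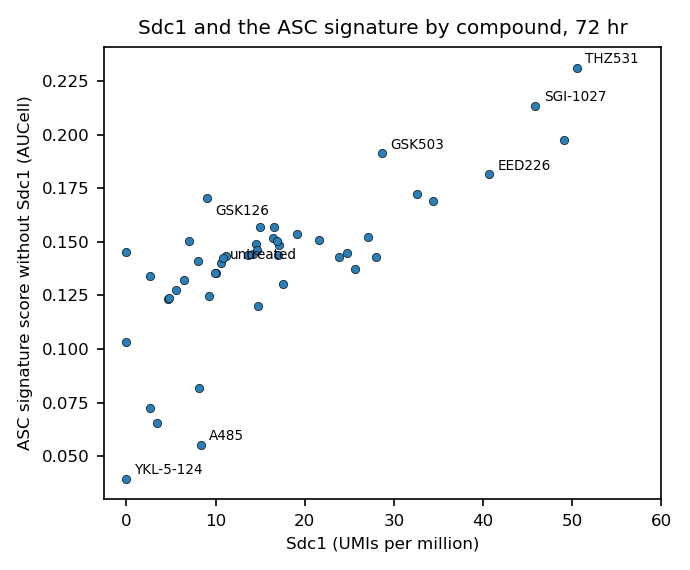
Sdc1 (CPM without TMM, x axis) against the AUCell score of the ASC signature without Sdc1 (y axis) at 72 hr. There is 1 point per compound or untreated group, each the mean of its wells. The points rise together, with r = 0.755.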

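At 24 hr the ASC signature was low in every group of wells. Its AUCell score was 0.034 ± 0.0021 (SD, n = 12) in untreated wells. No compound of 37 passed the exact permutation test after adjustment (6 at an unadjusted p under 0.05, smallest adjusted p = 0.114). The test had little room to pass: 21 compounds stood in 2 wells, where the smallest p of the exact permutation is 0.0110, and the others in 1 well, where it is 0.0769. By camera 0 of 37 compounds passed in either direction, with edgeR or DESeq2 fold changes, and 0 and 1 at an unadjusted p under 0.05. The EZH2 inhibitor GSK503 scored 0.0386 and 0.0354 in its wells at 24 hr. Sdc1 gave 0 UMIs in both. Other genes did respond at 24 hr: the bromodomain inhibitor JQ1 changed 573 genes at an adjusted p of at most 0.05, of which 207 rose and 273 fell by a log2 fold change of at least 1. CPI-203, another bromodomain inhibitor, raised 151 and lowered 222 genes. Compared with the wells of all other compounds, in a comparison chosen after the values were seen, JQ1 raised 250 and lowered 196 genes and CPI-203 raised 200 and lowered 190.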

Consistent with phenotypic parameters, this ASC signature was not observed in 24 hr samples (Fig. S1i). Together, these data show that changes in the transcriptome mirror the phenotypes measured by flow cytometry. This highlights the potential of using transcriptome data to predict changes in the cellular phenotype and the gene-expression networks that underpin these processes in a high-throughput manner.

**Fig. 2:**
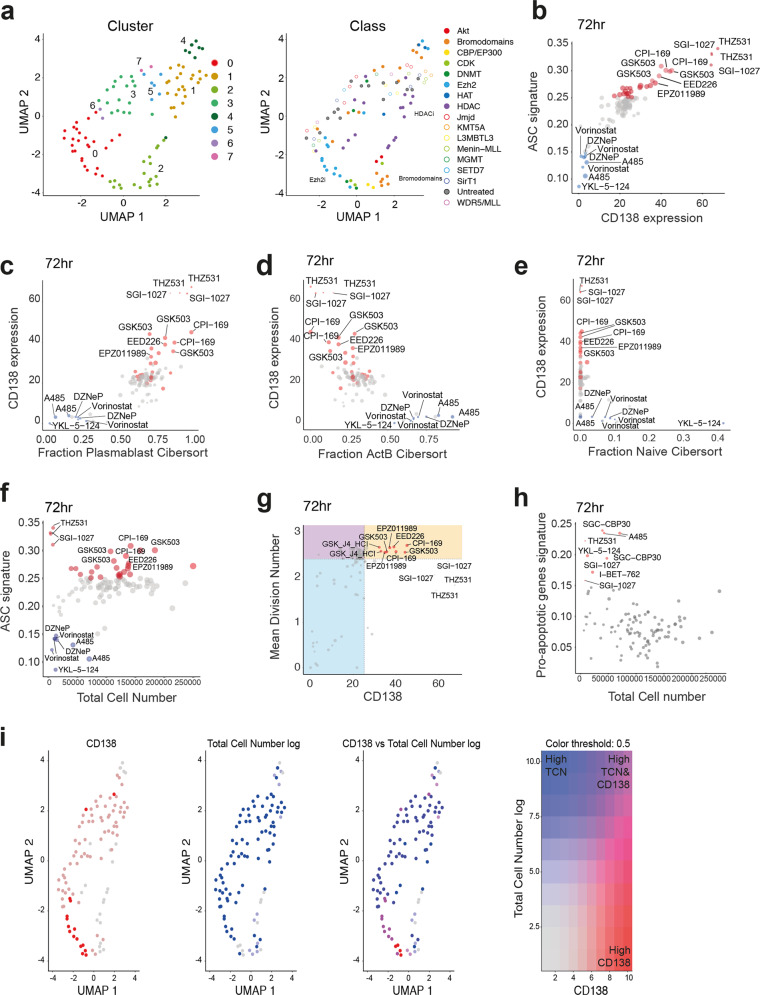
MAC-seq analysis determines transcriptome changes due to epigenetic modifying compounds. CTV-labeled naïve murine B cells were cultured in LPS and treated with various compounds(1 µM). Transcriptome analysis was performed on 5000 cells per condition at 24 hr and 72 hr. **a** UMAP plot for transcriptome data at 72 hr. **b** Expression of CD138 and ASC signature genes at 72 hr. Correlation between CD138 and fraction of (**c**) plasmablasts, (**d**) activated B cells and **e** naïve B cells at 72 hr determined using Cibersortx. **f** Total cell number and ASC signature at 72 hr. **g** CD138 expression and mean division number from Fig. 1 at 72 hr. **h** Total cell number and pro-apoptotic gene signature at 72 hr. **i** UMAP plots highlighting CD138 expression, total cell number (log) and CD138 and total cell number (log) overlapped. Each dot on the UMAP plot represents a compound. Red dots in (**i**) indicate high expression of CD138. Blue dots in **i** indicate high total cell number. Purple dots in **i** indicate high expression of both CD138 and total cell number. ASC signature in **b**, **f** was obtained from GSE60927.

Although MAC-seq identified compounds that increased ASC differentiation, incorporating a quantitative framework of expected immune cell behaviour was critical for defining compounds with genuine applicability for boosting antibody responses. For example, THZ531 and SGI-1027 significantly increased ASC differentiation (Fig. 2c). However, analysis by reference to the Cyton model demonstrated that survival and proliferation were concurrently impaired in THZ531 and SGI-1027 (Fig. 2f, g, i). 

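THZ531 and SGI-1027 each raised genes of antibody secretion at 72 hr. Xbp1, which drives the secretory programme, rose from 660 ± 96 CPM (SD, n = 15 untreated wells) to 1505 ± 68.1 CPM (SD, n = 2) under THZ531 and to 1552 ± 30.7 CPM (SD, n = 2) under SGI-1027. Ighm, the heavy chain of IgM, rose with a log2 fold change of 1.51 (standard error 0.135, adjusted p = 4.47e-26) under THZ531 and 1.31 (standard error 0.137, adjusted p = 1.02e-18) under SGI-1027. Hsp90b1, a chaperone of the endoplasmic reticulum (ER), had a log2 fold change of 1.19 under THZ531. Tnfrsf17, which encodes the plasma cell receptor BCMA, rose from 3.17 ± 3.57 CPM to 41.8 ± 8.98 CPM under THZ531, a log2 fold change of 3.25 (adjusted p = 0.0017). Under SGI-1027 its log2 fold change was 3.58 (adjusted p = 4.55e-08).

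As groups, 15 of 26 genes of the unfolded protein response and ER chaperones rose under THZ531 and 14 under SGI-1027, and none fell. Of 34 genes of protein translocation and secretion, 19 rose under THZ531 and 21 under SGI-1027. Each compound raised 2 of 10 ASC transcription factors. Of 11 immunoglobulin and J chain genes, 5 rose and 1 fell under THZ531, and 6 rose under SGI-1027. Over all genes tested, these lists included, 174 were higher and 124 lower under THZ531 and 166 higher and 101 lower under SGI-1027 by a log2 fold change of at least 1. The most raised included Nqo1, a quinone reductase of the oxidative stress response, with log2 fold changes of 5.50 (standard error 0.370, adjusted p = 1.3e-46) and 4.66 (standard error 0.365, adjusted p = 3.11e-34). Without replicate 2, 78 genes were called for THZ531 and 79 for SGI-1027, and Tnfrsf17 lost its call for both (adjusted p = 0.17 and 0.20; for THZ531 also without replicate 1, adjusted p = 0.068).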

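Bcl2l11, which encodes the BH3-only killer protein BIM, rose most among 6 pro-apoptotic genes at 72 hr under A485, THZ531, SGC-CBP30, SGI-1027 and I-BET-762, but not under DZNeP. It stood at 33.2 ± 18.7 CPM (SD, n = 15) in untreated wells and at 416 ± 29.5 CPM (SD, n = 2) under the acetyltransferase inhibitor A485, a log2 fold change of 3.65 (standard error 0.203, adjusted p = 1.92e-68). THZ531 raised it to 390.5 ± 110 CPM (SD, n = 2; adjusted p = 8.32e-44) and SGC-CBP30 to 262 ± 30.9 CPM (SD, n = 2; adjusted p = 2.13e-35). SGI-1027 gave 215 ± 22.7 CPM (SD, n = 2; adjusted p = 3.19e-23), and I-BET-762 a log2 fold change of 1.68 (adjusted p = 3.12e-08). The gene (ENSMUSG00000027381) lies on chromosome 2 of mm10 from 128126038 to 128162547. Bax, whose product opens the outer mitochondrial membrane, rose under DZNeP with a log2 fold change of 1.58 (adjusted p = 6.38e-23) and in the single well of the CDK7 inhibitor YKL-5-124 with 1.38 (adjusted p = 2.17e-04). Under SGC-CBP30 Bax had a log2 fold change of 0.76 (adjusted p = 0.00326), which lost its call without replicate 2 (adjusted p = 0.83).

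The list holds 6 genes: Bax, Bak1, Bad, Bid, Bik and Bcl2l11. Its AUCell score was 0.000345 ± 0.00134 (SD, n = 15) in untreated wells and was past the adjusted p for 8 compounds. These included A485 (0.115 ± 0.030), DZNeP (0.110 ± 0.0049), THZ531 (0.101 ± 0.0070), SGC-CBP30 (0.0875 ± 0.047) and I-BET-762 (0.0356 ± 0.028; adjusted p = 0.0237, exact permutation test). YKL-5-124 scored 0.122 in its 1 well. Among inhibitors of PRC2, EI1 also passed, with 0.0159 ± 0.012 (SD, n = 2; adjusted p = 0.0423, exact permutation test), while the scores of GSK126, GSK503, CPI-169, EED226 and EPZ011989 were 0. A score of 0 did not exclude a raised member. Of the 6 genes, 1 was called higher under CPI-169, and under GSK503 1 when adjusted over the list alone. Under GSK126 and EPZ011989 0 were called either way. By camera, SGC-CBP30 (adjusted p = 6.4e-05), A485 (adjusted p = 0.0017) and THZ531 (adjusted p = 0.0025) passed. With DESeq2 A485 and THZ531 did not pass (adjusted p = 0.053 and 0.087), and without replicate 2 THZ531 did not (adjusted p = 0.059). For SGC-CBP30 and THZ531 the median log2 fold change of the 6 genes was −0.16 and −0.08, opposite in sign to the test, because 1 or 2 members rose far more than the rest. With wells thinned to equal UMIs, or with the mean log2 expression as the score, 0 compounds passed the exact permutation test (6 and 7 at an unadjusted p under 0.05). Cell numbers per well are not in the files.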

We analysed pro-apoptotic gene signatures (Supplementary Table 3) to identify EMCs that induced cell death (Fig. 2h). As expected, EMCs with reduced cell numbers correlated with an increased pro-apoptotic gene signature. Using UMAP plots, we identified compounds with an elevated ASC transcriptional signature, CD138 expression, pro-apoptotic gene signature and total cell number (Fig. S2k). We dissected the data further by examining multiple parameters, including CD138 expression and total cell number to identify compounds that significantly increase ASC differentiation without affecting total cell number (indicated by the purple dots in Fig. 2i). This includes PRC2 inhibitors such as GSK126, GSK503, EED226. 

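Direct inhibitors of EZH2 or EED, pooled, raised genes of antibody secretion at 72 hr by modest amounts. DZNeP, which the paper's supplement also lists under PRC2 but which inhibits S-adenosylhomocysteine hydrolase, was left out of the pool, and it lowered 115 and raised 6 ASC signature genes (median log2 fold change −0.89, camera adjusted p = 1.3e-37, adjusted p = 2.1e-08 with an estimated correlation). Over the 12 wells of GSK126, GSK503, CPI-169, EPZ011989, EI1 and EED226, Igj, the J chain that joins IgM, stood at 2774 ± 822 CPM (SD, n = 12), against 1407 ± 260 CPM (SD, n = 15) in untreated wells. This is a log2 fold change of 0.89 (standard error 0.070, adjusted p = 1.46e-33). Xbp1 had a log2 fold change of 0.50 (standard error 0.078, adjusted p = 2.81e-07), Hsp90b1 of 0.55 (adjusted p = 4.33e-11) and Slpi, a secreted protease inhibitor, of 0.83 (adjusted p = 1.66e-13). Of 275 ASC signature genes, 42 rose and 1 fell (79 higher when adjusted over the list alone), and 207 had a positive log2 fold change (median 0.24, camera adjusted p = 2.0e-50). Of 26 genes of the unfolded protein response 12 rose, of 34 of translocation and secretion 11, of 11 immunoglobulin and J chain genes 5, and of 10 ASC transcription factors 1, and none in these lists fell. In the same wells 2 of 13 genes of the mitochondrial genome, a sign of RNA quality, fell and 0 rose (8 lower when adjusted over the list alone; camera adjusted p = 2.5e-08, adjusted p = 0.043 with an estimated correlation), so a difference in RNA quality is not excluded.

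Single PRC2 inhibitors differed in size. GSK503 raised Igj to 3137 ± 497 CPM (SD, n = 3; log2 fold change 1.13, adjusted p = 5.52e-22) and 32 signature genes, with an AUCell score of 0.191 ± 0.0091 (SD, n = 3; adjusted p = 0.0188, exact permutation test). GSK126 gave Igj at 2180 ± 219 CPM (SD, n = 2; log2 fold change 0.64, adjusted p = 0.00651), which lost its call without replicate 1 (adjusted p = 0.35) and without replicate 2 (adjusted p = 0.94). Its AUCell score was 0.170 ± 0.0027 (SD, n = 2; exact permutation adjusted p = 0.026). Under GSK126 0 signature genes were called alone (1 when adjusted over the list alone), but 176 of 275 had a positive log2 fold change (median 0.15, camera adjusted p = 4.2e-07, adjusted p = 0.042 with an estimated correlation, and unadjusted p = 0.58 without replicate 1). EED226, in 1 well, scored 0.181, with exact permutation p = 0.0625, the smallest that 1 well against 15 allows. It raised 1 signature gene (16 adjusted over the list alone; camera adjusted p = 2.0e-13, adjusted p = 0.0025 with an estimated correlation). EPZ011989 scored 0.172 ± 0.0017 (SD, n = 2; adjusted p = 0.026, exact permutation test). EI1 did not pass, with a score of 0.144 ± 0.0034 (SD, n = 2; adjusted p = 0.512, exact permutation test), 0 signature genes called alone or over the list alone, and camera adjusted p = 0.268.

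Over all genes, 151 passed an adjusted p of at most 0.05 for the pooled PRC2 inhibitors, of which 6 were higher and 20 lower by a log2 fold change of at least 1. Tmem176a, a membrane protein, rose with a log2 fold change of 1.67 (standard error 0.412, adjusted p = 0.00792), Serpinb1a, a protease inhibitor, with 1.45 (adjusted p = 0.0425) and Tmem176b with 1.13 (adjusted p = 0.0368). Without replicate 2 these 3 genes lost their calls (adjusted p = 0.26, 0.19 and 0.58) and 9 genes were called in all. From these inhibitors' effects on differentiation together with unchanged cell numbers, the paper proposes that they may be used to boost antibody secretion.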

Using this approach, we also identified compounds that upregulate both an ASC and pro-apoptotic gene signature, including the compounds THZ531 and SGI-1027 (Fig. S2j).

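Under THZ531 and SGI-1027 the ASC signature and 1 pro-apoptotic gene, Bcl2l11, rose in the same wells. With THZ531, Bcl2l11 had a log2 fold change of 3.63 (standard error 0.252) beside a median of 0.67 over the ASC signature. For SGI-1027 the values were 2.66 (standard error 0.252) and 0.65. Of the other pro-apoptotic genes, Bax, Bak1, Bad, Bid and Bik, none was called higher under either compound. The pro-apoptotic AUCell score of SGI-1027 was 0.0123 ± 0.010 (SD, n = 2; exact permutation p = 0.00735, adjusted p = 0.0423). Camera gave an adjusted p = 0.065 for its pro-apoptotic list, with a median log2 fold change of −0.07, opposite in sign to the test. SGC-CBP30 also had both, with 28 ASC signature genes higher and 8 lower (52 higher adjusted over the list alone; camera adjusted p = 1.2e-08, adjusted p = 0.024 with an estimated correlation) and both Bcl2l11 and Bax raised. A485 and DZNeP paired a high pro-apoptotic score with a low ASC score: Xbp1 had log2 fold changes of −2.19 under A485 and −1.61 under DZNeP. For the PRC2 inhibitors as a group, Bcl2l11 was 69.2 ± 36.1 CPM (SD, n = 12), a log2 fold change of 1.03 (standard error 0.217, adjusted p = 5.92e-04). Without replicate 2 that call was lost (adjusted p = 0.58). THZ531 and SGI-1027 did not separate from each other in the signature, whose mean log2 fold change differed by −0.002 (95% CI −0.21 to 0.20).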

### Ezh2 inhibition boosts the differentiation of B cells in vitro

The observation that PRC2 inhibitors resulted in the potentiation of ASC differentiation without affecting total cell number indicates that these compounds may be used to boost antibody secretion. The effects of PRC2 inhibition on ASC differentiation were examined in greater detail to validate our compound screen. Quantitative analysis was performed on PRC2 inhibitors (GSK126, GSK503 and EED226) in B cell cultures. GSK126 and GSK503 are both potent inhibitors of Ezh2 (the enzymatic catalytic subunit of PRC2) with similar functional properties and very minor structural differences. In contrast EED226 inhibits the H3K27me3 binding pocket of EED, a core component of PRC2. 

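GSK126 and GSK503 were both in the MAC-seq wells at 1 µM for 72 hr, and GSK503 raised the ASC signature more. The mean log2 fold change of the signature was lower under GSK126 by a difference of −0.24 (95% CI −0.43 to −0.056; camera adjusted p = 9.5e-06, adjusted p = 0.22 with an estimated correlation). Between the compounds 5 genes passed an adjusted p of at most 0.05, and 4 of them were higher under GSK126 by a log2 fold change of at least 1 (707 genes at an unadjusted p under 0.05). Without plate as a block 1 gene was called, 42 genes without replicate 1 and 1 without replicate 2. Against untreated wells, GSK503 raised Xbp1 to 1083 ± 202 CPM (SD, n = 3; log2 fold change 0.63, adjusted p = 6.03e-04), a call that was lost without replicate 2 (adjusted p = 0.64). Serpinb1a rose under GSK503 with a log2 fold change of 2.43 (adjusted p = 3.76e-04) and lost its call without replicate 1 or 2 (adjusted p = 0.34 and 0.07). In all, GSK503 raised 12 and lowered 13 genes, and GSK126 raised 0 and lowered 1 (598 genes at an unadjusted p under 0.05).

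Other PRC2 inhibitors spread as widely. CPI-169 exceeded GSK126 in the signature, with a difference of GSK126 minus CPI-169 of −0.42 (95% CI −0.62 to −0.21), and raised 43 genes and lowered 23. GSK126 and EPZ011989 differed by −0.17 (95% CI −0.37 to 0.038; camera adjusted p = 0.043, adjusted p = 0.58 with an estimated correlation), and GSK126 and EI1 by 0.027 (95% CI −0.18 to 0.23; camera adjusted p = 0.019, adjusted p = 0.55 with an estimated correlation). EED226, which binds EED and not EZH2, differed from GSK503 by 0.012 (GSK503 minus EED226) and from GSK126 by −0.23 (GSK126 minus EED226). The difference of EI1 minus EED226 was −0.26. EED226 stood in 1 well, so a difference of the compound cannot be told apart from one of its well. GSK503 and CPI-169 exceeded EI1 by 0.27 (95% CI 0.083 to 0.45) and 0.45 (95% CI 0.24 to 0.65). These compounds were compared at a single dose, in 1 to 3 wells each.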

We showed that all PRC2 inhibitors increased ASC differentiation (Fig. 3a, S2a–c). Thus, we performed the detailed validation studies on GSK126 only. As Blimp-1 is readily accepted as a master regulator of ASC differentiation, we examined the effect of GSK126 on upregulation of this transcription factor using transgenic mice that express GFP under the control of the Blimp-1 locus. GSK126 treatment increased the expression of Blimp-1 confirming that GSK126 increases ASC differentiation via the canonical transcriptional pathway (Fig. 3b). This further confirms that GSK126 increases ASC differentiation. To examine whether the effect on ASC differentiation was mediated by Ezh2, the catalytic domain of PRC2, we generated Ezh2 floxed mice that express Cre recombinase under the control of the Fcer2a promoter (CD23^cre^) expressed mature B cells. Thus, Ezh2 was specifically deleted in mature B cells. We observed that B cells isolated from Ezh2^fl/+^CD23^cre^ and Ezh2^fl/fl^CD23^cre^ have an increased CD138 expression in comparison to their wildtype counterparts, confirming increased ASC differentiation is Ezh2 dependent (Fig. S2d, e). GSK126-mediated differentiation was abrogated in the absence of Ezh2, demonstrating that GSK126-mediated ASC differentiation is Ezh2 dependent (Fig. S2f).

**Fig. 3:**
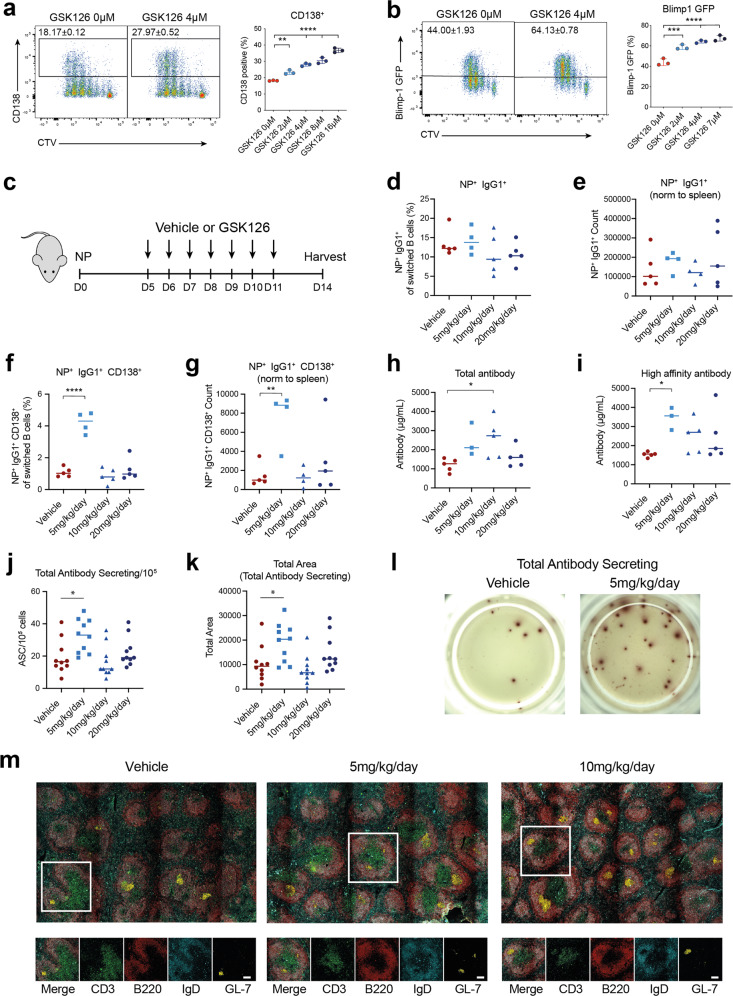
In vitro and in vivo validation for flow cytometry data for Ezh2 inhibitors. **a** CD138 expression and **b** Blimp1-GFP expression murine B cells 72 hr post-stimulation with LPS and indicated concentrations of GSK126. **c** C57BL/6 mice were immunized with NPKLH-Alum and treated with doses of GSK126 as indicated. Spleen and serum samples were analyzed 14 days after immunization. Proportion and total cell number normalized to the spleen for **d**, **e** antigen-specific IgG1 and **f**, **g** antigen-specific ASC. **h** Total antibody and **i** high-affinity antibody measured. **j** Total antibody secreting cells and **k** area of spots detected on ELISpot quantified. **l** Representative wells of ELISpot. **m** Representative images of GC. CD3: T cell zone B220 and IgD: B cell zone; GL-7: germinal center; Vehicle, *n* = 5, 5 mg/kg/day GSK126 treated group, *n* = 4, 10 mg/kg/day and 20 mg/kg/day GSK126 treated groups, *n* = 5. Bars in **m** represents 100 µm. Data in **a**, **b** are representative plots from triplicate samples. Error bars mean±s.e.m. Blinded analysis on germinal centre was performed. All data are representative of three independent experiments. Significant differences were determined using ANOVA with Bonferroni corrections. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

We extended our studies to examine if Ezh2 inhibition also increases ASC differentiation in the context of human B cells. As human B cells do not express the main LPS sensing receptor TLR4, purified B cells were stimulated with CD40L + IL21 in the presence GSK126 (an in vitro system that mimics T cell help). Consistent with murine experiments, GSK126 boosted plasma cell differentiation was measured by accumulation of CD27^hi^ CD38^+ve^ ASC (Fig. S2g, h). Division linked differentiation of human B cells to CD27^hi^, CD27^hi^ CD38^+ve^ and CD38^+ve^ ASC (Fig. S2i–l) in response to GSK126 treatment led to a significant increase in detectable total and isotype switched Ig in culture supernatant (Fig. S2m).

### GSK126 treatment increases antigen-specific antibody responses in vivo

We investigated whether inhibiting Ezh2 could be applied therapeutically to boost antibody production in vivo in the context of immunization. We administered GSK126 (either 5, 10 or 20 mg/kg) to mice and measured the antibody response following immunization with the antigen NP-KLH (4-Hydroxy-3-nitrophenylacetyl hapten conjugated to Keyhole Limpet Hemocyanin) [19–21]. As Ezh2 plays an essential role in regulating germinal centre (GC) formation [22], we initiated GSK126 treatment five days post-immunization to ensure efficient GC formation and priming of the immune response and measured the overall effects on day 14 (Fig. 3c) [19]. GSK126 treatment increased the frequency and number of NP-specific ASCs and total serum antibodies, consistent with in vitro findings (Fig. 3f–i). Interestingly, only low doses of GSK126 (5 mg/kg) increases the number of antigen ASCs (Fig. 3f, g). Serum antibody level is also only increased in low doses of GSK126 (5 mg/kg and 10 mg/kg) (Fig. 3h, i). ELISpot suggests that the secretory capacity per cell is also increased for low doses of GSK126 (5 mg/kg) (Fig. 3j–l). This may be due to the toxicity of GSK126 treatment or off-target effects of the compound. We confirmed this phenotype by measuring the effect of higher GSK126 doses on B cell viability. These assays demonstrated that high concentrations of GSK126 causes a reduction in total cell number over time. A reduction in total cell number was observed as early as 24 hr post stimulation, prior to cell division, indicating that the reduction in total cell number is due to cell death (Fig. S2p, q). GSK126 treatment did not affect the frequency and number of NP-specific B cells and memory cells, indicating that Ezh2 inhibition selectively boosts the ASC response (Fig. 3d, e, S2n, o). We performed immunofluorescence analysis of spleen sections to examine effects of GSK126 treatment on the structure of the GC. We showed that the T cell zone (CD3), B cell zone (B220 and IgD) and germinal center (GL-7) are still present when mice were treated with GSK126 (Fig. 3m). The size of GC was also unaffected (Fig. S2r). Thus, our results suggest that inhibiting Ezh2 has the potential as a therapeutic approach to boost antibody responses in vivo.

### GSK126 treatment induces a unique Ezh2-mediated ASC differentiation signature

To validate the transcriptome changes observed in Fig. 1, we performed 3′ RNA-sequencing on B cells treated with GSK126 over time following activation with LPS (0 hr, 6 hr, 71 hr and 95 hr post activation). 

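For the GSK126 time course, 30 libraries of 3′ messenger RNA from murine splenic B cells were analysed. Cells before activation gave 3 libraries, and cells cultured with LPS (15 µg/mL) for 6, 71 and 95 hr with 0, 4 or 8 µM GSK126 gave 3 libraries for each time and dose. The paper's text does not name the origin of the replicates, and in no comparison did every library resemble the one of its own replicate number most, so replicates were not paired. Between 0 and 8 µM at 71 hr, however, libraries of the same number had correlations of 0.501, 0.268 and 0.0939, with 0.325 the highest between different numbers. A p therefore measures only the spread between these libraries, which may be technical. The counts of any pair of replicates differed beyond sampling noise, with a chi-square per gene of at least 4.05.

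Before activation the libraries held 3693996 to 3902545 counts (median 3847805). At 6 hr they held 3356823 to 4431588 (median 3670264) at 0 µM, 3272512 to 3496954 (median 3367037) at 4 µM and 2817269 to 3330850 (median 2864912) at 8 µM. Those at 71 hr held 5886054 to 8825494 (median 6492427) at 0 µM, 3901726 to 13130577 (median 7256132) at 4 µM and 3884362 to 7316192 (median 5015508) at 8 µM. At 95 hr the counts were 4573084 to 5187366 (median 4624382), 3863693 to 4940523 (median 4531058) and 4150307 to 5161563 (median 4260200) at the 3 doses. Between 14405 and 17634 genes had a count in a library.

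The authors trimmed the reads with cutadapt, mapped them to mm10 with HISAT2 and counted them per gene with featureCounts, and the values used here are those counts. Genes with at least 1 CPM in at least 3 libraries were tested, 14153 in all. Counts were normalized by TMM, and all groups were fitted together with edgeR, whose quasi-likelihood test (two-sided, Benjamini-Hochberg) compared pairs of groups. As in the paper, a differentially expressed gene (DEG) had an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. In simulated counts of 3 against 3 libraries, 77.6% of genes with a log2 fold change of 2 and 40.4% of those with 1 passed the adjusted p. Members of a gene list are counted at the adjusted p alone, whatever the fold change.

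The share of a few ribosomal transcripts differed between libraries of one time. At 71 hr Gm42418, a gene that overlaps ribosomal RNA, took 0.627 ± 0.174% of counts at 0 µM, 2.25 ± 1.19% at 4 µM and 3.83 ± 2.95% at 8 µM (SD, n = 3). Mitochondrial ribosomal RNA took 0.874 ± 0.594%, 1.86 ± 1.19% and 1.25 ± 0.653% at those doses. At 6 hr mitochondrial ribosomal RNA took 0.472 to 1.26% at 0 µM, 2.19 to 3.46% at 4 µM and 1.16 to 2.86% at 8 µM.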

Significant changes in the transcriptome were dependent on time post-activation with minor changes observed according to treatment with GSK126 (4 µM: 96 DEGs, 8 µM: 245 DEGs; FC ≥ 1 or ≤ −1, adj *p*-value ≤ 0.05) (Fig. 4a, b). 

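Time after activation moved far more genes than GSK126 did. Without GSK126, 1533 genes rose and 2125 fell from 0 to 6 hr, 2702 rose and 2480 fell by 71 hr, and 2568 rose and 2004 fell by 95 hr. At 71 hr, 4 µM GSK126 raised 93 genes and lowered 9, 102 DEGs in all, and 8 µM raised 288 and lowered 46, 334 in all. Immunoglobulin transcripts grew with dose: they took 0.673% of counts at 0 µM, 1.05% at 4 µM and 1.39% at 8 µM at 71 hr. At 95 hr 4 µM raised 102 and lowered 72 genes, and 8 µM raised 200 and lowered 95. The mitochondrial ribosomal RNA share of those libraries differed too, at 1.26 to 1.41% of counts for 0 µM, 0.785 to 0.951% for 4 µM and 0.946 to 1.21% for 8 µM. Between 8 and 4 µM at 71 hr 1 gene passed (559 at an unadjusted p under 0.05; DESeq2 4, limma-voom 3). As lists, however, genes of the unfolded protein response (camera adjusted p = 2.6e-05, adjusted p = 0.0039 with an estimated correlation) and immunoglobulin genes (camera adjusted p = 1.8e-07, adjusted p = 0.0065 with an estimated correlation) were higher at 8 than at 4 µM. The 10 ASC transcription factors were higher at 8 µM too (camera adjusted p = 0.022, adjusted p = 0.071 with an estimated correlation).

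Leading log2 fold change distances gave the same order. Replicates lay 1.87 ± 0.36 apart (SD, 30 pairs), libraries of different dose at one time 1.98 ± 0.38 (81 pairs) and libraries of different time at one dose 3.60 ± 0.87 (108 pairs). At 6, 71 and 95 hr replicates lay 2.01 ± 0.26, 1.71 ± 0.24 and 1.69 ± 0.11 apart (SD, 9 pairs each) and different doses 2.25 ± 0.46, 1.81 ± 0.29 and 1.88 ± 0.14 (SD, 27 pairs each). At 6 hr 4 µM GSK126 changed 551 genes, 66 of them lower, whereas at 8 µM edgeR called 0 genes (2435 at an unadjusted p under 0.05; DESeq2 called 39). With the share of mitochondrial ribosomal RNA as a covariate, chosen after the values were seen and itself separating 0 from 4 µM at 6 hr, 0 genes were called at 6 hr for 4 µM and 64 at 71 hr.

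Single libraries weigh on these counts. Another split of the libraries at 0 and 4 µM at 71 hr, with replicate 1 of each dose exchanged, called 525 genes against the 102 of the real doses. Without 0 µM replicate 1, 2 or 3 the 71 hr count for 4 µM was 406, 40 or 46, and without 4 µM replicate 1 or 3 it was 182 or 40. For 8 µM at 71 hr it was 213 without 0 µM replicate 2 and 211 without 8 µM replicate 3. At 95 hr the count for 4 µM was 101 or 106 without 0 µM replicate 2 or 3 and 92 or 111 without 4 µM replicate 1 or 3. At 6 hr it was 881, 3 or 0 without 0 µM replicate 1, 2 or 3, and 1140, 99 or 1 without 4 µM replicate 1, 2 or 3. For 8 µM at 6 hr 379 genes were called without 8 µM replicate 3.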

We noted significant upregulation of typical ASC differentiation genes such as *Prdm1* (Blimp-1) and *Xbp1* (X-box binding protein 1), consistent with data from Fig. 1. 

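Genes of the ASC programme rose at 71 hr under both doses of GSK126. Prdm1 stood at 203.7 ± 47.2 CPM (SD, n = 3) at 0 µM, 408.4 ± 69.9 CPM (SD, n = 3) at 4 µM and 436.9 ± 122 CPM (SD, n = 3) at 8 µM. Its log2 fold change was 1.00 (standard error 0.189, adjusted p = 0.00363) and 1.10 (standard error 0.190, adjusted p = 4.61e-04). Without 0 µM replicate 2, Prdm1 at 4 µM had a log2 fold change of 0.84 (adjusted p = 0.06). Xbp1 rose from 108.5 ± 26.2 CPM to 220.2 ± 30.3 CPM at 4 µM and 269.3 ± 14.2 CPM at 8 µM (SD, n = 3), with log2 fold changes of 1.02 (standard error 0.173, adjusted p = 0.00128) and 1.31 (standard error 0.174, adjusted p = 1.36e-05). Prdm1 (ENSMUSG00000038151) lies on chromosome 10 of mm10 from 44437177 to 44528501 and Xbp1 (ENSMUSG00000020484) on chromosome 11 from 5520659 to 5525893. Irf4, another regulator of the programme, had log2 fold changes of 0.27 (adjusted p = 0.322) and 0.40 (adjusted p = 0.104). Sdc1 was 2.54 ± 0.932 CPM at 0 µM and 5.47 ± 0.538 CPM at 4 µM (log2 fold change 1.07, adjusted p = 0.0547) and rose to 7.51 ± 2.56 CPM at 8 µM (log2 fold change 1.55, adjusted p = 0.00134).

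The secretory machinery moved with them. Of 10 ASC transcription factors 5 rose at each dose (6 and 7 adjusted over the list alone), among them Bhlha15 and Creb3l2, which serve secretory capacity, with log2 fold changes of 1.73 and 1.43 at 8 µM. Of 26 genes of the unfolded protein response and ER chaperones, 7 rose at 4 µM and 19 at 8 µM (16 and 22 adjusted over the list alone). Pdia4, a disulfide isomerase of the ER, had log2 fold changes of 1.77 (adjusted p = 0.00767) and 1.87 (adjusted p = 0.00147), and Hsp90b1 of 1.25 and 1.36. Of 33 genes of translocation and secretion tested, 4 rose at 4 µM and 16 at 8 µM (16 and 23 adjusted over the list alone). Jchain rose from 75.4 ± 10.1 CPM to 201.2 ± 39.4 CPM at 4 µM and 325.2 ± 30.5 CPM at 8 µM (SD, n = 3), a log2 fold change of 1.41 (standard error 0.197, adjusted p = 1.11e-04) and 2.11 (standard error 0.201, adjusted p = 1.07e-07). Of 11 immunoglobulin and J chain genes 3 rose at 4 µM and 7 at 8 µM (4 and 9 adjusted over the list alone), among them Ighg3 with 1.30 and 1.98. With the Gm42418 share as a covariate, chosen after the values were seen, Pdia4 and Hsp90b1 had log2 fold changes of 0.45 (adjusted p = 0.45) and 0.74 (adjusted p = 0.069) at 8 µM. This share itself separates 0 µM from both doses at 71 hr, at 0.442 to 0.787% of counts for 0 µM, 1.30 to 3.58% for 4 µM and 1.94 to 7.23% for 8 µM, so the fit cannot tell it from dose.

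At 95 hr Prdm1 was 332 ± 22.2 CPM at 0 µM and 568 ± 69.4 CPM at 4 µM (log2 fold change 0.78, adjusted p = 0.0182) and 436 ± 31.3 CPM at 8 µM (log2 fold change 0.39, adjusted p = 0.269). The call at 4 µM was lost without 0 µM replicate 1 or 3 or without 4 µM replicate 1 (adjusted p = 0.064, 0.062 and 0.099). Sdc1 rose from 2.76 ± 0.281 CPM to 11.3 ± 0.417 CPM and 21.2 ± 2.3 CPM (SD, n = 3), log2 fold changes of 2.03 (adjusted p = 2.16e-04) and 2.93 (adjusted p = 1.53e-07). Xbp1 had log2 fold changes of 0.81 (adjusted p = 0.00527) and 0.68 (adjusted p = 0.0156), and both were lost without 0 µM replicate 3 (adjusted p = 0.056 and 0.14).

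**Figure D3:**
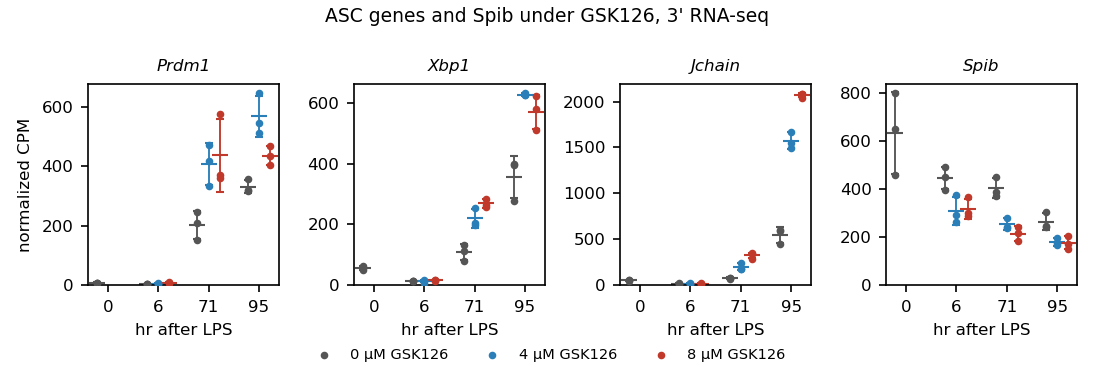
Normalized CPM of Prdm1, Xbp1, Jchain and Spib by time after activation (hr) and GSK126 dose (0, 4 and 8 µM). Points are libraries and bars the mean ± SD (n = 3); Prdm1 at 71 hr lies at 203.7 CPM at 0 µM and 408.4 CPM at 4 µM.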

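Genes of the ASC signature, defined by Shi et al. on other samples, rose as a set at 71 and 95 hr. Of 279 members tested at 71 hr, 42 rose and 0 fell at 4 µM GSK126 (88 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of 0.34. At 8 µM 111 rose and 2 fell (148 and 4 adjusted over the list alone), with a median of 0.57. The 95 hr libraries gave 88 higher and 3 lower at 4 µM (median 0.51) and 120 higher and 7 lower at 8 µM (median 0.58). In them mitochondrial messenger RNA, a sign of RNA quality, took 1.51 to 1.61% of counts at 0 µM, 1.81 to 2.02% at 4 µM and 1.78 to 1.89% at 8 µM. Members with large rises at 71 hr included Bhlha15 (1.30 at 4 µM, adjusted p = 1.10e-04). Asns, an asparagine synthetase that is a member too, went the other way at 95 hr, with a log2 fold change of −1.74 at 8 µM (standard error 0.166, adjusted p = 8.42e-08).

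At 6 hr camera found no shift of the signature. At 4 µM 11 members rose and 10 fell (camera adjusted p = 0.212), and at 8 µM edgeR called 0 members (50 at an unadjusted p under 0.05; camera adjusted p = 0.280). Camera, two-sided and adjusted over the 6 comparisons of a dose with 0 µM, gave 4.6e-19 and 5.7e-30 for 4 and 8 µM at 71 hr and 2.6e-32 and 2.2e-33 at 95 hr. With an estimated correlation between genes the adjusted p was 2.4e-05 and 1.1e-06 at 71 hr and 9.1e-07 for both doses at 95 hr. Ranking all genes by their signed test statistic gave normalized enrichment scores of 3.54 and 3.74 at 71 hr and 4.00 and 3.58 at 95 hr (fgsea). At 6 hr the enrichment scores were −1.49 (adjusted p = 9.78e-04) and −1.31 (adjusted p = 0.00957), so that by this ranking the signature was lower.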

Gene Set Enrichment Analysis (GSEA) also showed a positive enrichment for ASC signatures (GSE60927 and MSigDB M4552) (Fig. 4c and S3a). 

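Nuak1, Atoh8, Cdo1 and Mybl1 were among the genes that GSK126 raised at 71 hr. Nuak1, an AMPK-related kinase, stood at 9.35 ± 2.78 CPM (SD, n = 3) at 0 µM, 21.4 ± 3.58 CPM (SD, n = 3) at 4 µM and 24.1 ± 2.64 CPM (SD, n = 3) at 8 µM. Its log2 fold changes were 1.20 (standard error 0.225, adjusted p = 0.00363) and 1.38 (standard error 0.226, adjusted p = 2.84e-04). Atoh8, a basic helix-loop-helix transcription factor, rose from 5.21 ± 0.222 CPM to 11.5 ± 0.442 and 14.5 ± 0.612 CPM, log2 fold changes of 1.15 (standard error 0.248, adjusted p = 0.0136) and 1.48 (standard error 0.249, adjusted p = 4.42e-04). Cdo1, which oxidizes cysteine, rose from 6.81 ± 0.433 CPM to 14.9 ± 3.56 and 21.7 ± 2.6 CPM, with 1.16 (adjusted p = 0.00464) and 1.67 (adjusted p = 1.38e-05). Mybl1, a MYB-family transcription factor, rose from 13.8 ± 5.06 CPM to 41.7 ± 13.6 and 42.3 ± 7 CPM, with 1.59 (adjusted p = 0.00271) and 1.60 (adjusted p = 8.23e-04).

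On mm10, Nuak1 (ENSMUSG00000020032) lies on chromosome 10 from 84370905 to 84440597, Atoh8 (ENSMUSG00000037621) on chromosome 6 from 72206177 to 72235577, Cdo1 (ENSMUSG00000033022) on chromosome 18 from 46713205 to 46728342 and Mybl1 (ENSMUSG00000025912) on chromosome 1 from 9667415 to 9700209. Of 67 histone genes tested, 14 rose and 0 fell at 4 µM (23 higher adjusted over the list alone) and 19 rose at 8 µM (37 adjusted over the list alone), with medians of 0.78 and 1.05. Camera gave an adjusted p = 4.3e-13 at 4 µM (adjusted p = 0.077 with an estimated correlation) and 2.9e-19 at 8 µM (adjusted p = 0.029 with an estimated correlation). On chromosome 13, Hist1h2aj (ENSMUSG00000080076, from 21721457 to 21721808) had log2 fold changes of 0.95 (adjusted p = 0.0131) and 1.04 (adjusted p = 0.00181). Hist1h2ai (ENSMUSG00000071516, from 21716422 to 21716814) had 1.05 (adjusted p = 0.0263) and 1.04 (adjusted p = 0.0105), and Hist1h2ad (ENSMUSG00000071478, from 23574470 to 23574932) 1.06 (adjusted p = 0.0263) and 1.04 (adjusted p = 0.0104). These histone copies are near-identical and may share reads. The share of small RNA genes moved with that of histone genes at 71 hr. For 0, 4 and 8 µM small RNA genes took a mean of 0.0398, 0.0570 and 0.0709% of counts and histone genes 0.461, 0.764 and 0.872%. At 95 hr both shares were lower with either dose than at 0 µM. Whether the histone counts follow the share of small RNA was not tested.

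At 95 hr Cdo1 was higher, with log2 fold changes of 1.12 (adjusted p = 0.00257) and 2.12 (adjusted p = 1.53e-07), while Nuak1 (−0.01, adjusted p = 0.99; −0.07, adjusted p = 0.913) and Atoh8 (0.35, adjusted p = 0.505; 0.42, adjusted p = 0.434) did not pass. Mybl1 passed at 8 µM (1.03, adjusted p = 0.0387) and not at 4 µM (0.48, adjusted p = 0.424). The effect itself differed between 71 and 95 hr, among these 4 genes, for Nuak1 at 8 µM alone (interaction log2 fold change −1.45, adjusted p = 0.0157). Atoh8 at 4 µM and 71 hr missed the adjusted p without 0 µM replicate 2 or 3 or 4 µM replicate 2 or 3 (adjusted p = 0.070, 0.069, 0.052 and 0.054), and the 3 histone genes at 4 µM without any of the same libraries (adjusted p of 0.054 to 0.22). With the Gm42418 share as a covariate, chosen after the values were seen, which itself separates 0 µM from both doses at 71 hr, Mybl1 had log2 fold changes of 1.18 and 1.06 and the 3 histone genes of 0.28 to 0.64, and none passed at either dose (adjusted p of 0.16 to 0.69).

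**Figure D4:**
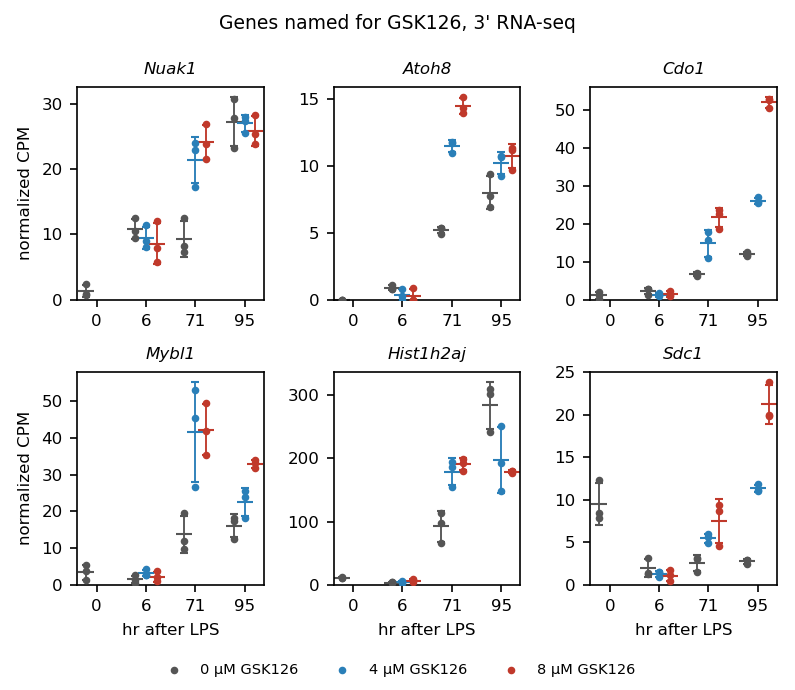
Normalized CPM of Nuak1, Atoh8, Cdo1, Mybl1, Hist1h2aj and Sdc1 by time after activation (hr) and GSK126 dose. Points are libraries and bars the mean ± SD (n = 3); Nuak1 at 71 hr lies at 9.35 CPM at 0 µM and 21.4 CPM at 4 µM.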

By comparing GSK126-induced gene signatures to previously characterized ASC genes, we identified several novel Ezh2-regulated genes not previously associated with ASC differentiation, including *Nuak1*, *Atoh8*, *Cdo1*, *Mybl1* and several histone genes (*Hist1h2aj, Hist1h2ai, Hist1h2ad*).

**Fig. 4:**
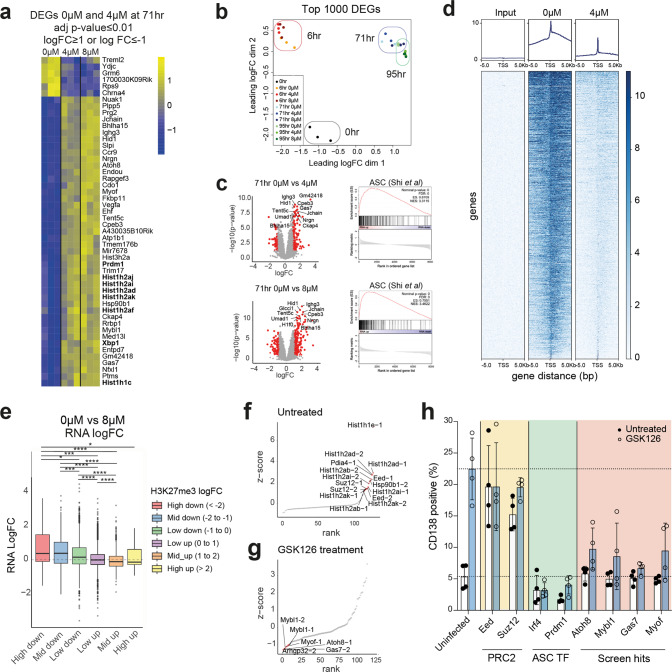
RNA-seq and ChIP-seq to validate MAC-seq data for Ezh2 inhibitors and identifying gene targets of Ezh2 inhibitors. 3’ RNA-Seq was performed on LPS stimulated murine B cells at indicated time points and concentrations of GSK126. **a** Gene expression of DEGs for 0µMvs4µM GSK126 at 71 hr with cut-off values of adj *p*-value ≤ 0.01 and logFC ≥ 1 or ≤ −1. **b** MDS plot for indicated time points and concentrations of GSK126. **c** Volcano plots showing DEGs for 0 µM vs 4 µM and 0µ M vs 8 µM at 71 hr. GSEA analysis of 0 µM vs 4 µM and 0 µM vs 8 µM at 71 hr compared to ASC gene signature (GSE60927). ChIP-sequencing was performed to examine the H3K27me3 occupancy upon treatment with GSK126. **d** H3K27me3 occupancy at TSS regions at 72 hr for untreated and 4 µM GSK126 treated samples. **e** Changes in RNA expression for all genes upon 8 µM GSK126 treatment. Groups are separated based on changes in H3K27me3 upon GSK126 treatment (8 µM). High down indicates logFC < −2. Mid down indicates logFC ≥ −2 and < −1. Low down indicates logFC ≥ −1 and <0. Low up indicates logFC>0 ≤ 1. Mid up indicates logFC>1 and ≤2. High up indicates logFC > 2. **f** Genes that result in an increase in ASC differentiation upon deletion. **g** Genes that abolishes GSK126-mediated ASC differentiation upon deletion. **h** CD138 expression for B cells deleted for the indicated genes for untreated and 4 µM GSK126 treated. Significant differences in **e** were determined using Wilcoxon test. *p ≤ 0.05, ***p ≤ 0.001, ****p ≤ 0.0001.

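At the thresholds of the heat map, 4 µM GSK126 raised 48 genes and lowered 2 at 71 hr, and 8 µM raised 162 and lowered 32. Of the 53 genes labelled in Fig. 4a and 4c, 46 rose and 5 fell at 4 µM with an adjusted p of at most 0.05 (47 and 5 adjusted over the list alone), and 46 rose and 4 fell at 8 µM. The study chose these genes on the same libraries, so their count is not independent evidence of a direction. Gas7, which binds actin filaments, had log2 fold changes of 1.65 (standard error 0.200, adjusted p = 6.64e-05) and 1.81 (adjusted p = 8.99e-07), and Myof, a membrane repair protein, of 1.29 (standard error 0.205, adjusted p = 4.74e-04) and 1.57 (adjusted p = 1.05e-05). The fallen genes included Chrna4, a nicotinic receptor subunit (−1.49, adjusted p = 0.0146), Grm6, a glutamate receptor (−1.27, adjusted p = 0.00909) and Ydjc (−1.05, adjusted p = 0.00623). Leaving out 4 µM replicate 3 ended the calls of all 3 (adjusted p = 0.11, 0.10 and 0.10), and leaving out 0 µM replicate 2 those of Chrna4 and Grm6 (adjusted p = 0.16 and 0.077). Gm42418, which is labelled too, varied among libraries of one dose and had a log2 fold change of 1.80 (standard error 0.508, adjusted p = 0.0572) at 4 µM and 2.53 (standard error 0.522, adjusted p = 0.00257) at 8 µM. Transcripts of PRC2 itself hardly moved: of 12 component genes, Ezh2, Eed and Suz12 among them, edgeR called 0 at 4 µM (2 at an unadjusted p under 0.05; camera adjusted p = 0.745) and 1 higher at 8 µM.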

Ezh2 is a critical regulator of epigenetic gene silencing via H3K27-trimethylation. Thus, we investigated whether GSK126-induced changes on the transcriptome are a direct consequence of the inhibition of Ezh2 via H3K27me3. To examine the impact of GSK126 treatment on H3K27me3, we performed chromatin immunoprecipitation (ChIP) sequencing analysis. As expected, GSK126 treatment induced a global downregulation in H3K27me3 levels at both the promoter and enhancer regions (Fig. 4d & S3b–h).

We correlated promoter-associated changes in H3K27me3 with gene expression changes as determined by 3’RNA-seq. We grouped genes based on the magnitude of the H3K27me3 changes in their promoter regions and determined the associated fold-change in RNA expression, revealing an inverse correlation between H3K27me3 and gene expression (Fig. 4e & S3h). These data indicate that PRC2 inhibitor mediated potentiation of ASC differentiation can be attributed to on-target effects and most likely results through modulated H3K27 methylation dynamics at key loci, which drives downstream gene-expression changes.

### Deletion of *Mybl1*, *Myof*, *Gas7* and *Atoh8* abrogates the effect of GSK126 on ASC differentiation

To determine the mechanism of GSK126-mediated ASC differentiation, we performed a functional validation of GSK126 target genes. As Ezh2 inhibition by GSK126 results in the loss of H3K27me3, a mark for gene repression, we hypothesise that the gene targets of GSK126 will be upregulated in response to the treatment. Thus, we performed an arrayed CRISPR screen on the 78 upregulated DEGs in response to 4 µM GSK126 (Fig. S3I, j). 

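Far more genes rose than fell under 4 µM GSK126 at 71 hr, 93 against 9, where the paper counts 78 raised. Among the largest rises was Ehf, an ETS-family transcription factor (ENSMUSG00000012350, chromosome 2 of mm10 from 103263433 to 103303278). It stood at 2.50 ± 0.233 CPM (SD, n = 3) at 0 µM and 12.2 ± 1.96 CPM (SD, n = 3) at 4 µM, a log2 fold change of 2.28 (standard error 0.308, adjusted p = 1.1e-04). Prg2, which encodes a granule protein of eosinophils (ENSMUSG00000027073, chromosome 2 from 84980461 to 84983632), rose from 3.23 ± 0.611 CPM to 13.2 ± 5.91 CPM, a log2 fold change of 2.00 (standard error 0.275, adjusted p = 1.1e-04). At 8 µM the log2 fold changes of Ehf and Prg2 were 2.53 and 2.56. The 10 myeloid markers tested did not rise as a list, with 0 called by edgeR at 4 µM (1 at an unadjusted p under 0.05; camera adjusted p = 0.664). Of the 17 genes that the paper's text names, 11 rose and 1 fell at an adjusted p of at most 0.05. With the share of mitochondrial ribosomal RNA or of Gm42418 as a covariate, 64 and 41 DEGs were called in all at this dose and time. Of these 61 and 36 were higher. Another split of the same libraries, with replicate 1 of each dose exchanged, called 525 genes. On the side with more mitochondrial ribosomal RNA 497 of them were higher and 28 lower, so a skew of this kind can arise without a difference in dose. These settings were chosen after the values were seen. Because GSK126 removes H3K27me3, a mark of repression, the paper proposes that its targets rise, and it took the raised DEGs at 4 µM into its CRISPR screen.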

To improve the signal-to-noise ratio for the CRISPR screen, we stimulated B cells with LPS + IL-4 that significantly reduces ASC differentiation, increases correlation of the differentiation marker CD138 with bona fide Blimp-1^+^ ASCs [14, 23], and has no effect on GSK126 phenotypes described above (Fig. S3k, l). Following this process, we quantified the effect of targeted genes on ASC differentiation as determined by CD138 expression.

The functional response of all 78 DEGs was tested, and responses were ranked according to differentiation in untreated cultures (Fig. 4f). As expected, deletion of PRC2 components, *Eed* and *Suz12*, increased ASC differentiation and conversely, differentiation was reduced upon deletion of the classically defined regulators of this process, *Irf4* and *Prdm1*(Fig. 4f, h). To identify the critical genetic dependencies of the GSK126-induced ASC differentiation response, we calculated a ranked metric based on the difference in CD138 proportion in response to GSK126 treatment (Fig. 4g). This approach revealed that GSK126-induced ASC differentiation is abrogated upon the deletion of *Mybl1*, *Atoh8*, *Gas7* and *Myof*, indicating that the expression of these genes is required for GSK126-induced ASC differentiation. In addition, the expression of *Atoh8* and *Gas7* in plasma cell subsets has been observed previously (Fig. S4a) [18]. These data suggest that during normal B cell responses, PRC2 may act to suppress these genes, thus limiting the magnitude of ASC differentiation (Fig. 4g, h) [18].

To dissect whether these genes are direct or indirect targets of Ezh2, we examined the status of H3K27me3 of these genes. At basal state, we observed low levels of H3K27me3 at *Gas7*, *Mybl1* and *Myof* and therefore little change in methylation levels upon GSK126 treatment (Fig. S4b, c). *Atoh8* expression is repressed by H3K27me3 in all stages of B cells – activated B cells, pre-plasmablasts and plasmablasts. In plasmablasts, we also noted significant binding of key ASC transcriptional components such as Blimp-1, Irf4 and PU.1 to *Atoh8* (Fig. S4d) [24]. In addition to H3K27me3, the *Atoh8* region is also bound by factors associated with active transcription, including H3K9ac, H3K4me2 and H3K4me3, indicating that the gene is maintained in a poised state (Fig. S4d). Together, these data suggest that the removal of H3K27me3 upon GSK126 treatment releases the repression mark, allowing active transcription of *Atoh8*. These findings correlate with mass spectrometry evidence that Ezh2 is directly bound to Blimp-1, which binds to the *Atoh8* region [24]. To investigate the relationship between Atoh8 and Blimp-1, we performed non-biased statistical methods to examine the expression pattern of these novel genes upon B cell activation in untreated samples and the H3K27me profile of the genes upon B cell activation (Fig. S4e, f). We observed that the expression pattern of *Atoh8* correlates with *Prdm1*, which encodes for Blimp-1 (clusters 6 and 5 respectively – Fig. S4e, g, h, Supplementary Table 2). In addition, the H3K27me3 pattern of *Atoh8* and *Prdm1* fell in the same cluster (cluster 1) with a steady decrease over time (Fig. S4f, i, Supplementary Table 2), suggesting a bona fide relationship between genes associated with ASC differentiation and novel genes such as *Atoh8* identified in this study. Additionally, a recent study by George et al showed that Atoh8  acts as a regulator of M cell differentiation by inhibiting Spi-B [25]. 

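In untreated cells Atoh8 and Prdm1 were low early and rose late. Atoh8 stood at 0 CPM before activation, 0.894 ± 0.204 CPM at 6 hr, 5.21 ± 0.222 CPM at 71 hr and 8.02 ± 1.26 CPM at 95 hr (SD, n = 3). Prdm1 stood at 8.26 ± 1.33, 4.86 ± 0.727, 204 ± 47.2 and 332 ± 22.2 CPM at those times (SD, n = 3). The mean log2 expression of the pair over the 4 times had a correlation of 0.905, for which no test was run. Grouping 10736 genes that changed over time into 12 clusters by k-means put both genes in 1 cluster of 1714 genes, and they shared a cluster in 72 of 100 random starts. With 8 clusters they were together in 96 starts (a cluster of 2292 genes) and with 16 clusters in 39 (1352 genes).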

Spi-B is a negative regulator of ASC differentiation and ASC differentiation is increased in mice deficient of Spi-B [26, 27]. 

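Spib, which encodes the ETS-family factor Spi-B, was lower at 71 hr under both doses of GSK126. It stood at 404.5 ± 41.6 CPM (SD, n = 3) at 0 µM, 254.4 ± 24.6 CPM (SD, n = 3) at 4 µM and 216 ± 30.1 CPM (SD, n = 3) at 8 µM. The log2 fold changes were −0.67 (standard error 0.173, adjusted p = 0.0379) and −0.90 (standard error 0.174, adjusted p = 0.00134), under the size of 1 that a DEG needs. At 95 hr they were −0.55 (adjusted p = 0.0735) and −0.58 (adjusted p = 0.0483). The gene (ENSMUSG00000008193) lies on chromosome 7 of mm10 from 44525995 to 44532071. Of 30 genes of B cell identity, 2 fell and 1 rose at 4 µM (11 lower and 1 higher adjusted over the list alone), with a median log2 fold change of −0.32 (camera adjusted p = 1.2e-04, adjusted p = 0.023 with an estimated correlation). At 8 µM 3 fell and 1 rose (5 and 1 adjusted over the list alone; median −0.19, camera adjusted p = 0.0096, adjusted p = 0.096 with an estimated correlation). At 4 µM and 71 hr the call for Spib ended without any 1 of 0 µM replicates 2 and 3 and of the 4 µM replicates (adjusted p of 0.058 to 0.24), and at 95 hr and 8 µM without any 1 library of either group (adjusted p of 0.052 to 0.25). With the Gm42418 share as a covariate, chosen after the values were seen and itself separating 0 µM from both doses at 71 hr, the log2 fold changes at 71 hr were −0.19 (adjusted p = 0.74) and −0.25 (adjusted p = 0.47).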

Our RNA-seq data also revealed that *Spib* is downregulated in response to GSK126 treatment (Fig. S4j), further suggesting that GSK126 increases ASC differentiation by increasing *Atoh8* expression, which suppresses SpiB.

## Discussion

Using a multi-parameter functional screen of compounds that target epigenetic machinery, we successfully identified drugs that target PRC2 as compounds that boost antibody production. Using this rationale, we functionally validated that these compounds conform to the predictions of our screen both in vitro and in vivo and can be replicated in vitro using human B cells isolated from healthy human donors [28, 29]. Our data revealed that Ezh2 inhibitors increase ASC differentiation, but high concentration of Ezh2 inhibitors induce cell death. We also identified *Mybl1*, *Atoh8*, *Gas7* and *Myof*, as novel regulators of Ezh2-mediated differentiation. While *Mybl1* (that encodes a-Myb), has been linked to the regulation of B cell survival and ASC differentiation [30, 31], *Atoh8, Gas7* and *Myof* have not been reported to be involved in B cell function.

Our results are consistent with the described role of Ezh2 in the regulation of germinal centre formation and lymphomagenesis [22, 32]. Thus, Ezh2 inhibitors are being trialled for efficacy against multiple cancer types with a particular focus on B cell lineage malignancies such as B cell lymphomas [33–35]. Several studies have demonstrated that genes involved in ASC differentiation (including PRDM1) are downregulated in DLBCL subtypes such as activated B cell-like (ABC) DLBCL. PRDM1 is also downregulated in patients with Waldenstrom macroglobulinaemia, which is linked to elevated expression of the negative regulator SPIB [36]. Our results revealed that Ezh2 inhibition increases PRDM1 and downregulates SPIB, suggesting that further investigation of Ezh2 inhibitors in the context of ABC DLBCL and Waldenstrom macroglobulinaemia could be informative. Our findings suggest that PRC2-mediated suppression under homeostatic and inflammatory conditions limits ASC differentiation and that this can be therapeutically exploited through inhibition of Ezh2 to amplify protective antibody responses in various human immune-deficient disorders.

Quantitative frameworks have proven invaluable for the detailed characterization of normal and malignant immune cell populations, providing insights into B and T cell biology [13, 16] and novel approaches to treat T cell malignancies [19]. Independently, high-throughput transcriptional analyses methods, such as MAC-seq, have enabled the dissection of gene-expression networks controlled by genetic or pharmacological targeting. However, a connection between transcriptome and phenotype is imperative to understand how perturbation of immune-cell gene-expression networks give rise to cellular phenotypes. To address this issue, we performed integrated phenotype-transcriptomic analyses by applying quantitative phenotypic frameworks with high-throughput transcriptional characterization using MAC-seq. Our modified version of the protocol highlights the power of this approach as it facilitated novel insights into fundamental mechanisms controlling immune cell biology, delineated the gene-to-phenotype association and simultaneously explored the therapeutic modulation hereof. This study focussed on identifying EMCs that affect B cell responses, particularly the compounds that increase ASC differentiation without affecting the survival and proliferation of lymphocytes. We postulate that this approach will aid in identifying compounds that can be used to modulate specific aspects of the immune response. For instance, boosting ASC differentiation could be beneficial in the context of diseases that manifest as reduced antibody levels (such as immunodeficiency) or dampening the antibody response in the context of autoimmunity. However, this approach can be applied to normal and malignant cell types and is amenable to scaling for high-throughput drug screening or application to commercially available compound libraries such as FDA approved compounds and kinase libraries. We believe this approach could be applied to identify separate functional and transcriptional units that can be targeted by drug combinations to develop powerful synergistic outcomes at the cellular level. We believe that the widespread application of this integrated approach can drive fundamental discoveries and uncover ways to modulate gene-expression networks through small molecule mediated targeting to control and manipulate cellular phenotypes.

## Methods

### Mice

Mice of 8-12 weeks of age were used for experiments for both in vitro and in vivo experiments. Constitutive cas9 mice were kindly provided by Marco Herold (WEHI) [37]. Conditional CD23^cre^ mice and Ezh2^fl/fl^ mice were kindly provided by Steve Nutt and Rhys Allan respectively (WEHI, Parkville, Victoria, Australia) [38, 39]. Blimp-1 GFP reporter mice were used were previously described [14]. Mice were maintained in specific pathogen-free conditions at the WEHI animal facilities (Parkville, Victoria), and experiments were performed in accordance with WEHI animal ethics committee regulations.

### Murine B cell isolation and culture

Purified naïve splenic B cells were isolated from mice by first using a percoll (GE Healthcare, IL, USA) gradient (80/65/50% in PBS, cells collected from 80/65% interface), followed by negative isolation with a B cell isolation kit (Miltenyi Biotec), as described previously [9, 12, 40]. Cells were labeled with division tracking dye, Cell Trace Violet (CTV). Purity of B cell population was verified as >95% B220^+^ CD19^+^ by flow cytometry. Labeled B cells were stimulated with lipopolysaccharide (LPS) derived from Escherichia coli 026:B6 (15 µg/mL; Sigma). For in vitro differentiation studies, B cells were stained using antibodies to CD138 (clone 281-2, BD Pharmingen). Triplicate plates were set up on the first day and left undisturbed – one plate was analyzed at each timepoint. All lymphocytes were incubated at 37 °C with 5% CO_2_ and humidity control.

### Human B cell isolation and culture

Healthy human peripheral blood samples were obtained from the Volunteer Blood Donor Registry (VBDR) at WEHI, Victoria, Australia. Informed consent was obtained from all individual participants prior to inclusion in the study. All procedures performed involving human participants were approved by and in accordance with the ethical standards of Human Research Ethics Committees at Melbourne Health and WEHI (Approved projects 2009.162, 10/02) and with the 1964 Helsinki declaration and its later amendments or comparable ethical standards.

Human naive B cells were isolated from cryopreserved PBMCs using the EasySep Naïve B cell Isolation Kit according to manufacturer’s instructions and as previously described [40]. Post-enrichment purity of naïve (CD20^+^CD27^-^) B cells was >98%. Purified naïve B cells were cultured in B-cell medium (RPMI 1640 supplemented with 10% fetal calf serum (FCS; Invitrogen Life Technologies), 10 mM HEPES, pH7.4 (Sigma-Aldrich), 0.1 mM nonessential amino acid solution (Sigma-Aldrich), 1 mM sodium pyruvate (Invitrogen Life Technologies), 60 mg/mL penicillin, 100 mg/mL streptomycin, 40 mg/mL transferrin (sigma-Aldrich) and 20 mg/mL Normocin (Invitrogen) and stimulated with 100 ng/mL megaCD40L (CD40L, Enzo) and IL-21 (50 ng/mL, Peprotech) in the presence of either 2 µM, 4 µM, 8 µM, or 16 µM of the EZH2 methyltransferase inhibitor GSK126 (Selleck Chem, TX, U.S.A.). GSK126 was added directly to the culture medium at 0 hr. Cells were cultured for 120 hr, collected, stained with a panel of monoclonal antibodies to assess differentiation and isotype switching (CD20 cat #563782, CD27 cat #8346807, CD38 cat #551400, IgA cat #130099220, IgG cat #563247 and IgM cat #564622) and the proportion of isotype switched and differentiated antibody secreting cells determined as previously described [29, 41]. Secreted IgM, IgG and IgA levels in culture supernatants were quantified by Ig Heavy chain specific ELISAs as previously described [29, 41].

### Quantitative analysis

Absolute cell number was determined with the addition of 1 × 10^4^ calibration beads directly to cells prior to analysis. 0.2 µM Propidium iodide (PI) was also added with the beads to identify dead cells by exclusion. Ratio of live cells to beads was measured by flow cytometry to determine the absolute live cell number in cell culture. Cohort number calculation was performed as described [11, 13].

### MAC-sequencing samples preparation and analysis

CTV labelled B cells were cultured with various compounds (1 µM final concentration) with LPS. At 24 hr or 72 hr, half of the samples were harvested for flow cytometry analysis to determine total cell number, survival, proliferation and ASC differentiation, measured by CD138 expression. 5 × 10^3^ cells from each well were aliquoted into a separate 96-well plate, washed in ice-cold PBS twice and centrifuged (1400 rpm at 4 °C for 4 min). Supernatant was removed, and cell pellets were frozen at −80 °C. Library preparation was performed by the addition of 15 µl lysis buffer into each well of a 96-well plate containing cell pellets and incubated at room temperature for 15 min under agitation (900 rpm). 12.5 µl of cell lysate was transferred into each well of a new 96-well plate previously prepared with 1 µl of 10 nM well-specific RT MAC-seq primer and 7.5 µl RT mix; the RT mix contains a TSO primer and external ERCC RNAs for normalization. The mixture was incubated for 2 hr at 42 °C to create well-barcoded full-length cDNA, and then all the wells of a plate were combined into a single tube. Concentration and clean-up were done with DNA Clean & ConcentratorTM-100 (Zymo Research), and RNAClean XP (Beckman Coulter) and each plate were eluted in 22 µl nuclease-free water. The purified cDNA was pre-amplified with KAPA HiFi HotStart ReadyMix (Roche), and MAC-seq PreAmp PCR primer and the quality checked on a D5000 Screentape (TapeStation, Agilent). One barcoded library was prepared per plate using TD buffer and TDE1 enzyme (Illumina) for tagmentation and KAPA HiFi HotStart Ready Mix (Roche) and custom primers (MAC-seq P5 PCR and MAC-seq Indexing Mix) for amplification. Libraries were purified with DNA AMPure XP (Beckman Coulter), quality checked on a DNA1000 tape (TapeStation, Agilent) and quantity verified by qPCR. Two indexed libraries were sequenced on a NextSeq 500 instrument (Illumina) using a custom sequencing primer (MAC-seq Read primer) and a High Output Kit v2.5 75 Cycles (Illumina) with paired-end configuration (25 base pairs for read 1 and 50 base pairs for read 2). Paired-end reads were demultiplexed using bcl2fastq (v2.17.1.14) and resulting FASTQ files were quality checked using fastqc (v0.11.6) and read 2 (R2) was trimmed 15 bp from the 5′ end to remove primer bias using cutadapt (v2.1; −u 15). R2 FASTQ files of paired-end reads were demultiplexed according to well barcodes (supplementary table 9) and filtered for PCR duplicates using Unique Molecular Identifiers (UMIs), both present in read 1 (R1) using the scruff 9 R (v4.0.2) package dumultiplex function (bcStart = 1, bcStop = 10, bcEdit = 0, umiStart = 11, umiStop = 20, keep = 35, minQual = 20, yieldReads = 1e + 06). R2 FASTQ files were then mapped to the GRCh37/hg19 genome and ERCC sequences using alignRsubread (unique = FALSE, nBestLocations = 1, format = “BAM”) and resulting BAM files were used to count unique R2 reads mapping to exonic genomic intervals and ERCC sequences using a combined hg19/ERCC GTF file with countUMI (umiEdit = 0, format = “BAM”, cellPerWell = 1. Both functions are from the scruff R package. Gene expression counts were normalized to library size. Subsequent count processing was performed using the Seurat R package (v3.2.1) 10, where lowly expressed genes were filtered, and counts were normalized for latent variables including plate, well row and column, using the SCTransform function. SCTransformed scaled gene RNA expression values were then used for PCA, where shared-nearest-neighbours (SNN) network was calculated using the top 10 Principal Components with the FindNeighbours function using default parameters. Drug-treatment clusters were subsequently identified with the Louvain algorithm using a resolution parameter of 2. Uniform Manifold Approximation and Projection (UMAP) values were also calculated using the top 10 Principal Components with the RunUMAP function using default parameters. Differential gene testing relative to treatment controls was performed using a hurdle model (MAST) and a logFC threshold of 0 with the FindMarkers Function. Area Under the Curve (AUC) scores for each drug treatment and gene lists indicated was calculated using all expressed genes with the R AUCell Package (v0.10.0). *ggplot2* (version 3.2.1) was used to visualize the data. Abundance of cell types was performed with Cibersortx [42] using bulk RNA-sequencing data published by Scharer et al. (GSE97696) [43].

### Enzyme-linked ImmunoSorbent Assay (ELISA)

Supernatant was removed from lymphocyte cultures and stored at −20 °C until ELISA analysis. 96-well ELISA plates (Sigma-Aldrich) were coated with corresponding plate coat antibody (Southern Biotech), diluted in PBS and incubated overnight at room temperature in humid conditions. Plates were then washed in PBS + Tween-20, PBS and distilled water. Supernatant samples and standards (Sigma) were titrated, diluted in block solution. Plates were incubated at room temperature in humid conditions overnight. Plates washed as before. Appropriate detection antibodies (Southern Biotech) were diluted in block solution and added to each well. Plates were incubated for 4 hr at room temperature in humid conditions. Plates were washed as before, and substrate solution was added into each well. Plates were left to develop for 30–45 min at room temperature in humid conditions, protected from light. Colour development was analyzed on VersaMax ELISA microplate reader (Molecular Devices), using wavelengths 415 minus 492.

### ELISpot and analysis

ELISpot was performed as previously described [44]. Briefly, nitrocellulose membranes of 96-well filtration plates (Millipore, Bedford, MA) were coated with NP_4_BSA or NP_20_BSA at 25 µg/mL in PBS for at least 4 hr. Plates were washed and cultured overnight with 1 × 10^5^ cells per well at 37 °C in 5% CO_2_. ELISpots were developed using HRPO goat anti-mouse IgG1 (as in ELISA) followed by filtered 3-amino-9-ethyl carbazole substrate (Sigma) at 250 µg/mL in 0.1 M acetate buffer, pH 5.0, 0.03% H_2_O_2_. The plates were washed in water, and the developed spots were analyzed using a custom ImageJ Macro script in run in FIJI, with MorpholibJ suite plugins [45]. Code is available on https://github.com/DrLachie/ElispotCounter. Briefly, all well images were opened as a stack and then registered to ensure all wells were centred. A median projection was performed on the stack to produce a clean background image devoid of spots, each well image was then compared to this background to enhance the contrast of the spots and allow simple thresholding for intensity and size to be performed. All detected spots were marked and saved as mask image for validation by the researchers, and number of spots and total area of detected spots was recorded.

### NP-immunization and analysis

NP-KLH immunization was performed as previously described [5, 20]. Briefly, 8–10 weeks old female C57BL/6 mice received a single intraperitoneal injection of 100 µg nitrophenyl coupled to keyhole limpet haemocyanin (NP-KLH) at a ratio of 21:1 and precipitated onto alum, prepared as described. Mice were treated with epigenetic modifying compounds five days post-immunization for seven days. Serum and spleen were harvested on day 14 for analysis. To determine immune response to NP immunization, single-cell suspensions were stained as described using antibodies to the following surface molecules: CD38 (clone:NIMR-5, in-house), CD19 (clone:1D3, cat #BD552854), IgM (clone:331.12, in-house), IgD (clone:11–26 C, in-house), Gr-1 (clone:RB6-8C5, in-house), CD138 (clone:281.2, cat #BD564068) and IgG1 (clone:X56, cat #BD550874). NP binding was detected as described [46].

### In vivo therapy

8–10 weeks old female C57BL/6 mice that were subjected to NP-immunization were treated with specified concentrations of GSK126, made up with 20% Captisol five days post NP-immunization. GSK126 was given daily for seven days via intraperitoneal injection. Organs were harvested 14 days post-immunization. Analysis was performed as above.

### Preparation of splenic sections

Splenic samples were performed as previously described [5]. Briefly, spleens are harvested and embedded in Tissue-Tek OCT compound (Miles) by flash-freezing in 2-methylbutane (Sigma-Aldrich) cooled with dry ice. The frozen tissues were stored at −80 °C until sectioning. Seven-micrometer sections were cut on a cryostat (Microm HM550) and mounted onto gelatin-coated slides. Sections were allowed to air-dry for 10 min, fixed in ice-cold acetone for 10 min, air-dried and stored at −20 °C until staining.

### Immunohistochemical staining of splenic sections and analysis

Spleen sections were rehydrated with PBS and endogenous peroxidase activity was blocked by 10 min incubation with 0.3% H_2_O_2_ before staining. The sections were then washed and blocked with 3% FCS + PBS for 30 min. Sections were stained with antibodies GL7 (GL7, in-house), IgD(1126 C, in-house), CD3(17A2, in-house) and B220(RA3-6B2, in-house). Images were acquired by upright Zeiss 880 microscope as configured as previously described [47]. Briefly, signal was detected using solid-state lasers (405, 561, 594 and 633 nm) and an argon laser (458, 488, 514 nm). Signal was visualized with W Plan-Apochromat ×20 DIC water immersion lens (1.0 N.A). An adjustable 32 channel spectral GaAsP detector was used to collect 405, 488, 594 and 647 signals. Zen Black 2012 software was used to stitch multiple images of whole spleen sections and images were quantified with ImageJ (NIH).

### RNA-sequencing and analysis

RNA sequencing was performed as previously described [19].3’mRNA-sequencing libraries were prepared from 100 ng of total RNA using the QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen) according to the manufacturer’s instructions and sequenced on the NextSeq 500 (Illumina). The single-end 75 bp were demultiplexed using CASAVAv1.8.2 and Cutadapt (v1.9) was used for read trimming [48]. The trimmed reads were subsequently mapped to the mouse genome (mm10) using HISAT2 [49]. FeatureCounts from the Rsubread package (version 1.34.7) was used for read counting after which genes without a counts per million reads (CPM) in at least 3 samples were excluded from downstream analysis [50, 51]. Count data were normalized using the trimmed mean of M-values (TMM) method and differential gene expression analysis was performed using the limma-voom pipeline (limma version 3.40.6) [50, 52, 53]. Comparisons between different doses (4 µM vs 0 µM, 8 µM vs 0 µM and 8 µM vs 4 µM) for different timepoints (6 hr, 71 hr, 95 hr) and comparisons between different timepoints (6 hr vs 0 hr, 71 hr vs 0 hr and 95 hr vs 0 hr) were made for 0 µM dose. Adjustment for multiple testing was performed per comparison using the false discovery rate (FDR) method [54]. Heatmaps of logCPM were generated using *pheatmap*. GSEA-2.2.2 was used for Gene set enrichment analysis (GSEA) [55, 56]. The R/Bioconductor package *TCseq* (version 1.8.0) was used to perform time course clustering analysis on normalized log-transformed CPM using k-means clustering and *ggplot2* (version 3.2.1) was used to plot the cluster-specific trends [57, 58].

### ChIP-sequencing and analysis

ChIP-sequencing was performed as previously described [59]. 2 µg anti-H3K27me3 antibody (cat# ab6002) was used for immunoprecipitation. DNA product was purified using Zymo ChIP DNA Clean and Concentrator Kit. ChIP-enriched DNA was processed using TruSeq Sample Prep Kit (Illumina) according to manufacturer’s instructions and sequenced on HiSeq2500 (Illumina). 20 million single-end 50 bp reads were generated per sample. CASAVA (v1.8.2) was used for demultiplexing. The Fastq files generated were aligned to the mouse reference genome (mm10) using bowtie (v2.2.3) [60]. Samtools (v1.3) was used for manipulation of SAM and BAM files and MACS (V2.0.10) was used for peak calling [61, 62]. HOMER (v4.8.3) was used for quantification and annotation of the ChIP-Seq datasets and data were visualized using R, IGV and deeptools (v2.5.3) [63]. *FeatureCounts* from the R *Rsubread* package (version 1.34.7) was used to quantify gene body and promoter counts. Regions with low counts were filtered out using *filterByExpr* function in *edgeR* (version 3.26.8) [64]. Count data was normalized using trimmed mean of M-values (TMM) method and differential binding analysis was performed using the *limma-voom* pipeline [52, 53]. Comparisons between different doses (4 μM vs 0 μM, 8 μM vs 0 μM and 8 μM vs 4 μM) for different time points (48 hr and 72 hr) and comparisons between different time points (48 hr vs 0 hr and 72 hr vs 0 hr) for 0 μM were made. Adjustment for multiple testing was performed per comparison using the FDR method [54].

### Analysis of public data

For RNA-sequencing data published by Shi et al. (GSE60927), count table was downloaded prior to analysis. Genes with a count per million (CPM) in at least three samples were included downstream analysis [50, 51]. Count data were normalized using the trimmed mean of M-values (TMM) method, and differential gene expression analysis was performed using the limma-voom pipeline (*limma* version 3.40.6) [50, 52, 53]. Data were visualized using Prism8. Fastq files for ChIP-sequencing data in Figure 6 were obtained from GSE71698. The Fastq files generated were aligned to the mouse reference genome (mm10) using bowtie (v2.2.3) [60]. Samtools (v1.3) was used for manipulation of SAM and BAM files, and MACS (V2.0.10) was used for peak calling. Data were visualized using IGV.

### CRISPR gRNA library

gRNAs were obtained from the Sanger Arrayed Whole Genome Lentiviral CRISPR Library (Sigma-Aldrich). This library consists of gRNAs within the third generation lentiviral plasmid vector U6-gRNA:PGK-PuroR-2A-tagBFP.

### Production of lentiviral vectors

Lentiviral production was performed using Fugene6 (Promega). 293T cells were plated at 2 × 10^4^ cells per well of a 96-well plate and incubated overnight before the addition of the transfection mixture. The transfection mixture consisted of 0.6 µg pMDL, 0.4 µg pRSV-Rev and 0.6 µg gRNA plasmid, in combination with either 0.4 µg Eco or 0.4 µg pCMV-VSV-G. Fugene6 was added to the transfection mixture at a ratio of 6:1 to the total DNA content and incubated for 15 min at room temperature before addition to 293T media. Following the addition of the transfection mixture, 293Ts were incubated for a further 48 hr, at which point the lentivirus containing supernatant was frozen and stored at −80 °C until use.

### Lentiviral transduction of primary mouse B cells

Non-tissue culture treated 96-well plates were coated for 16 hr with retronectin at 32 µg/mL and blocked with PBS + 2% BSA prior to the addition of cells and lentivirus supernatant. Plates were centrifuged at 1200 rpm at 28 °C for 90 min. Following lentiviral transduction, viral supernatant was removed, and cells were cultured in LPS derived from Escherichia coli 026:B6 (15 µg/mL; Sigma) and IL-4 (500 U/mL; WEHI) for 48 hr prior to GSK126 treatment. Expression of CD138 was measured via flow cytometry two days post GSK126 treatment.

### CRISPR screen analysis

CRISPR screen output is measured using flow cytometry. For the analysis to determine genes essential for differentiation in the untreated samples (Fig. 4h), the changes in CD138 expression between uninfected and guide infected samples were quantified and ranked based on the difference in CD138. To determine the targets of Ezh2 inhibitor in Fig. 4i, the difference in CD138 expression of the cells infected with guides between untreated and GSK126 were quantified and ranked based on the difference in CD138. A cut-off score of -1 z-score is used to determine gene targets of Ezh2 mediated differentiation. Data were visualized using R.

### Statistics

The sample size required for the experiments was estimated based on the results of preliminary data. Analysis on germinal centre was performed blinded, where the genotype of the mice were not revealed to the researcher performing the analysis. Randomisation for animal experiments were not necessary due to the nature of the experiments. Statistical differences between the means of two data groups was determined by using two-tailed unpaired Student’s *t* test, and *p* values < 0.05 were considered significant. Multiple group comparisons were performed using ANOVA with a Bonferroni correction, *p* values < 0.05 were considered significant.

## Supplementary information

Figure S1

Figure S2

Figure S3

Figure S4

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary figure legends

ptr-authorship form

Reproducibility Checklist

## Data Availability

The datasets generated during this study are available at GEO: GSE185326.

# Supplementary material for: Epigenetic modulators of B cell fate identified through coupled phenotype-transcriptome analysis
**Source:** Cell Death Differ. 2022 Jul 13;29(12):2519–30. doi: 10.1038/s41418-022-01037-5
**Supplement:** Supplementary file 8 — Supplementary figure legends

**Supplementary Figure Legends**

**Figure S1 MAC-seq to identify the effects and target genes of EMCs.**

The Cyton Model is a quantitative theoretical framework built from division tracking datasets that separate lymphocyte behaviour into individual measurable components, resulting in the typical response curve shown in (**a**). In this model, three key parameters are used to describe the overall immune response *in vitro* following stimulation. These parameters have been tested at the population and single-cell level using flow cytometry and single-cell time-lapse microscopy studies. Through this analysis, the lymphocyte response has been reduced to the following parameters: survival of the cells, time taken for cells to enter division and division rate of cells. The combined effect of these parameters on the founding cell population and cells recruited into division is represented in the schematic in the bottom panel. (**b**) Schematic for cohort calculation to examine total cell number, total cohort number (survival), mean division number (proliferation) and ASC differentiation. CTV-labeled murine naïve B cells were cultured in LPS with the addition of various compounds. (**c**) Total cell number at 24hr post culture. (**d**) Total cohort number at 72hr post culture. (**e**) Mean division number for untreated, GSK126 and JQ1 samples measured using MAC-seq with reduced timepoints and assays with multiple timepoints. (**f**) Mean division number for MAC-seq assay and multiple timepoint assays. (**g**) Division rate calculated for MAC-seq and assays. (**h**) Correlation between ASC signature genes and the fraction of plasmablasts, activated B cells, and naïve B cells at (**h**) 72hr and (**i**) 24hr determined using Cibersortx. (**j**) UMAP plots highlighting ASC gene expression, pro-apoptotic gene expression and ASC signature gene expression and pro-apoptotic signature gene expression overlapped. (**k**) UMAP plot highlighting the expression of ASC signature, CD138 expression, pro-apoptotic gene signature and total cell number (log). Significant differences in **c-e** were determined using ANOVA with Bonferroni corrections. * p≤0.05, ** p≤0.01, *** p≤0.001, **** p≤0.0001.

**Figure S2 PRC2 inhibition increases ASC differentiation.**

CTV-labeled murine B cells were stimulated with LPS. Percentage of CD138 positive cells three days post-stimulation with (**a**) GSK126, (**b**) GSK503, and (**c**) EED226. (**d**) CD138 expression three days post activation for B cells isolated from C57BL/6, Ezh2^fl/fl^, Ezh2^fl/+^ CD23^cre^ and Ezh2^fl/fl^ CD23^cre^ and proportion of CD138 positive cells were quantified in (**e**). (**f**) Proportion of CD138 positive B cells from Ezh2^fl/fl^, Ezh2^fl/+^ CD23^cre^ and Ezh2^fl/fl^ CD23^cre^ three days post-stimulation with indicated concentrations of GSK126. CTY-labeled human naïve B cells were cultured with CD40L (100 ng/mL) +IL-21 (50 ng/mL) for 120hr, alone or in the presence of GSK126 at either 2, 4, 8, or 16µM as indicated. (**g**) Flow cytometry plots of CD27 vs CD38. (**h**) Total CD27^hi^ CD38^+^ ASC cells in (**g**) were quantified. (**i**) Flow cytometry plots of acquisition of CD27 expression vs CTY. Percentage of (**j**) CD27^hi^ cells, (**k**) CD27^hi^ CD38^+^ cells and (**l**) CD27^-^ CD38^+^ cells per division. (**m**) Amount of immunoglobulin (total, IgA, IgG and IgM) detected in cultures after 120hr (ng/mL) as measured by Ig-specific ELISA assays as indicated. C57BL/6 mice were immunized with NPKLH-Alum and treated with doses of GSK126 for seven days starting on the fifth day post-immunization. Spleen and serum samples were analyzed 14 days after immunization. (**n**) Proportion and (**o**) total cell number normalized to the spleen for antigen-specific memory cells in the spleen were quantified. (**p**) Total number of murine B cells upon LPS stimulation and treatment with various concentrations of GSK126. (**q**) Total number of murine B cells at 24hrs post stimulation with LPS and indicated concentration of GSK126. (**r**) The size of GC of mice immunised with NPKLH-Alum and treated with indicated doses of GSK126 was quantified as defined in materials and methods. Vehicle, n=5, 5mg/kg/day GSK126 treated group, n=4, 10mg/kg/day and 20mg/kg/day GSK126 treated groups, n=5. Data in **e** are representative plots from triplicate samples. Error bars in **a-c**, **e-f, h** and **j-q** denote mean ± s.e.m. All data are representative of three independent experiments. All statistical tests were performed in comparison to the untreated control. Data shown in **g-l** are from one healthy donor, representative of two unrelated healthy donors. Data shown in **m** are from five unrelated healthy donors. Significance differences in **a-c** and **e-f** were determined using ANOVA Bonferroni corrections. Significant differences in m were determined using paired student T test. * p≤0.05, ** p≤0.01, *** p≤0.001, **** p≤0.0001.

**Figure S3 RNA-seq and ChIP-seq to validate MAC-seq data for Ezh2 inhibitor GSK126.**

3’ RNA-Seq was performed on LPS stimulated murine B cells at various timepoints with indicated concentrations of GSK126. (**a**) GSEA of genes differentially regulated by LPS activated B cells between untreated, and GSK126 treated B cells (4µM or 8µM) at 71hr and 95hr. Antibody secreting cell gene signature was obtained from Shi *et al*. Nature Immunology (2015) (GSE60927) and Tarte Plasma cell vs B lymphocyte gene signature (MSigDB: M4552). ChIP-sequencing was performed to examine the H3K27me3 occupancy upon treatment with GSK126. (**b**) H3K27me3 peaks of 0hr, 48hr (0µM, 4µM and 8µM GSK126) and 72hr (0µM, 4µM and 8µM GSK126) at *Prdm1* and *Sdc1* regions. Grey boxes indicate promoter regions bound by H3K27me3. (**c**) Upregulated and downregulated H3K27me3 peaks with 4µM and 8µM GSK126 at 72hr. Volcano plot for differentially bound H3K27me3 peaks for (**d**) 0µM vs 4µM and (**e**) 0µM vs 8µM at 72hr. (**f**) Venn diagram showing the genes with H3K27me3 downregulation for 0µM vs 4µM and 0µM vs 8µM at 72hr with cut off p-val≤0.05. Fold change of peaks for (**f**) 0µM vs 4µM and (**g**) 0µM vs 8µM for the promoter and enhancer regions. (**h**) GSEA analysis of genes in low down group (genes with H3K27me3 logFC between -1 and 0) and mid down group (genes with H3K27me3 logFC between -2 and -1) in relation to gene expression upon GSK126 treatment. (**i**) Venn diagram for DEGs that are upregulated for 0µM vs 4µM GSK126 and 0µM vs 8µM GSK126. (Cut-off values: FC≥ 1 and adj p-val ≤0.05) (**j**) Schematic showing the workflow for CRISPR-screen. Proportion of CD138 positive cell of (**k**) LPS (15µg/mL) and (**l**) LPS (15µg/mL) + IL-4 (100U/mL) activated B cells at 71hr, 95hr and 120hr with indicated concentrations of GSK126. Data in **k** and **l** are mean ± s.e.m of triplicate samples and are representative of three independent experiments.

**Figure S4 Expression and H3K27me3 pattern of *Atoh8*, *Gas7*, *Mybl1* and *Myof*.**

(**a**) Expression of *Atoh8*, *Gas7*, *Mybl1* and *Myof* in different subsets of B cells (Follicular B cells, GC B cells, marginal zone B cells, B1 cells, bone marrow plasma cells, splenic plasmablasts and splenic plasma cells), A20 (GC cell line) and MPC11 (plasmacytoma cell line). (**b**) H3K27me3 at *Atoh8, Gas7*, *Mybl1* and *Myof* in activated B cells (Act B), pre-plasmablasts (Pre PB) and plasmablasts (PB). (**c**) H3K27me3 at 0hr, 48hr and 72hr upon treatment with GSK126 at indicated concentrations at *Atoh8*, *Gas7*, *Mybl1* and *Myof.* (**d**) Binding of IRF4, PU.1, Blimp-1, H3K9ac, H3K4me2 and H3K27me3 in plasmablasts at *Atoh8, Gas7*, *Mybl1* and *Myof* regions. (**e**) Clustering analysis of RNA expression pattern in untreated samples at 0hr, 6hr, 71hr and 95hr. (**f**) Clustering analysis of H3K27me3 expression pattern in untreated samples at 0hr, 48hr and 72hr. Labels in **e-f** indicate the number of genes in each cluster that are in ASC gene signature by Shi *et al*. (**g**) Clustering analysis of RNA expression pattern at 0hr, 6hr, 71hr and 95hr highlighting *Prdm1* (Cluster 5) and *Atoh8* (Cluster 6). (**h**) Temporal expression pattern of *Prdm1* and *Atoh8* overlapped. (**i**) Clustering analysis of H3K27me3 expression pattern at 0hr, 6hr, 71hr and 95hr (Cluster 1) highlighting *Prdm1* and *Atoh8*. (**j**) **Expression of** *Spib*. Data **a** were obtained from Shi et al. Nature Immunology (2015) (GSE60927). Data in **c**-**d** were obtained from GSE71698. Significance differences were determined using *limma*. * p≤0.05, ** p≤0.01, *** p≤0.001.

**Supplementary Table 1 Epigenetic modifying compounds used for MAC-seq.**

**Supplementary Table 2 Genes in RNA-seq and H3K27me3 ChIP-seq cluster analysis.**

**Supplementary Table 3 ASC (Shi *et al*) and pro-apoptotic gene signature.**

# Supplementary material for: Epigenetic modulators of B cell fate identified through coupled phenotype-transcriptome analysis
**Source:** Cell Death Differ. 2022 Jul 13;29(12):2519–30. doi: 10.1038/s41418-022-01037-5
**Supplement:** Supplementary file 9 — ptr-authorship form

## Important information. Please read.

- This form should be used by authors to request any change in authorship (adding/deleting authors) including changes in corresponding authors. This form should not be used for name changes. Please fully complete all sections. Use black ink and block capitals and provide each author's full name with the given name first followed by the family name.
- By signing this declaration, all authors guarantee that the order of the authors are in accordance with their scientific contribution, if applicable as different conventions apply per discipline, and that only authors have been added who made a meaningful contribution to the work.
- Please note, in author collaborations where there is formal agreement for representing the collaboration, it is sufficient for the representative or legal guarantor (usually the corresponding author) to complete and sign the Authorship Change Form on behalf of all authors, **next to the added/removed author(s). (Complete Section 3, followed by Section 6.)**  
In author collaborations where there is no formal agreement for representing the collaboration and **there are more than 10 authors**, one may sign for all, provided the signer appends correspondence that attests that each of the authors have agreed to the change **and the added/removed authors sign the form. (Complete Section 3, followed by Section 6.)**
- Please note, we cannot investigate or mediate any authorship disputes. If you are unable to obtain agreement from all authors (including those who you wish to be removed) you must refer the matter to your institution(s) for investigation. Please inform us if you need to do this.
- If you are not able to return a fully completed form within **30 days** of the date that it was sent to the author requesting the change, we may have to withdraw your manuscript. We cannot publish manuscripts where authorship has not been agreed by all authors (including those who have been removed).
- Incomplete forms will be rejected.
- Please return/upload this form, fully completed, to the Journals Editorial Office. The Journal and/or Publisher will consider the information you have provided to decide whether to approve the proposed change in authorship. We may decide to contact your institution for more information or undertake a further investigation, if appropriate, before making a final decision.

## Section 1: Please provide the current title of manuscript

Manuscript ID no.: CDD-21-2888RR

Title: Epigenetic modulators of B cell fate identified through coupled phenotype-transcriptome analysis

## Section 2: Please provide the previous authorship, in the order shown on the manuscript before the changes were introduced. Please indicate the corresponding author by adding (CA) behind the name.

|                         | First name(s) | Family name | ORCID or SCOPUS id, if available |
|-------------------------|---------------|-------------|----------------------------------|
| 1 <sup>st</sup> author  | Isabella      | Kong        |                                  |
| 2 <sup>nd</sup> author  | Stephanie     | Trezise     |                                  |
| 3 <sup>rd</sup> author  | Amanda        | Light       |                                  |
| 4 <sup>th</sup> author  | Izabela       | Todorovski  |                                  |
| 5 <sup>th</sup> author  | Gisela        | Mir Arnau   |                                  |
| 6 <sup>th</sup> author  | Sreeja        | Gadipally   |                                  |
| 7 <sup>th</sup> author  | David         | Yoannidis   |                                  |
| 8 <sup>th</sup> author  | Kaylene       | Simpson     |                                  |
| 9 <sup>th</sup> author  | Xueyi         | Dong        |                                  |
| 10 <sup>th</sup> author | Lachlan       | Whitehead   |                                  |

Please use an additional sheet if there are more than 10 authors.

## Section 1: Please provide the current title of manuscript

Manuscript ID no.: CDD-21-2888RR

Title: Epigenetic modulators of B cell fate identified through coupled phenotype-transcriptome analysis

## Section 2: Please provide the previous authorship, in the order shown on the manuscript before the changes were introduced. Please indicate the corresponding author by adding (CA) behind the name.

|                         | First name(s) | Family name | ORCID or SCOPUS id, if available |
|-------------------------|---------------|-------------|----------------------------------|
| 11 <sup>th</sup> author | Jessica       | Tempany     |                                  |
| 12 <sup>th</sup> author | Amania        | Sheikh      |                                  |
| 13 <sup>th</sup> author | Joanna        | Groom       |                                  |
| 14 <sup>th</sup> author | Kelly         | Rogers      |                                  |
| 15 <sup>th</sup> author | Marco         | Herold      |                                  |
| 16 <sup>th</sup> author | Vanessa       | Bryant      |                                  |
| 17 <sup>th</sup> author | Matthew       | Ritchie     |                                  |
| 18 <sup>th</sup> author | Simon         | Willis      |                                  |
| 19 <sup>th</sup> author | Ricky         | Johnstone   |                                  |
| 20 <sup>th</sup> author | Philip        | Hodgkin     |                                  |

Please use an additional sheet if there are more than 10 authors.

## Section 1: Please provide the current title of manuscript

Manuscript ID no.: CDD-21-2888RR

Title: Epigenetic modulators of B cell fate identified through coupled phenotype-transcriptome analysis

## Section 2: Please provide the previous authorship, in the order shown on the manuscript before the changes were introduced. Please indicate the corresponding author by adding (CA) behind the name.

|                         | First name(s) | Family name   | ORCID or SCOPUS id, if available |
|-------------------------|---------------|---------------|----------------------------------|
| 21 <sup>st</sup> author | Stephen       | Nutt          |                                  |
| 22 <sup>nd</sup> author | Stephin       | Vervoort (CA) | 0000-0001-7459-126X              |
| 23 <sup>rd</sup> author | Edwin         | Hawkins (CA)  | 0000-0002-3686-8261              |
| 24 <sup>th</sup> author |               |               |                                  |
| 25 <sup>th</sup> author |               |               |                                  |
| 26 <sup>th</sup> author |               |               |                                  |
| 27 <sup>th</sup> author |               |               |                                  |
| 28 <sup>th</sup> author |               |               |                                  |
| 29 <sup>th</sup> author |               |               |                                  |
| 30 <sup>th</sup> author |               |               |                                  |

Please use an additional sheet if there are more than 10 authors.

**Section 3: Please provide a justification for change. Please use this section to explain your reasons for changing the authorship of your manuscript, e.g. what necessitated the change in authorship? Please refer to the (journal) policy pages for more information about authorship. Please explain why omitted authors were not originally included and/or why authors were removed on the submitted manuscript.**

Anthony Franchione performed additional experiments requested by the reviewers.

**Section 4: Proposed new authorship. Please provide your new authorship list in the order you would like it to appear on the manuscript. Please indicate the corresponding author by adding (CA) behind the name. If the Corresponding Author has changed, please indicate the reason under section 3.**

|                         | First name(s) | Family name (this name will appear in full on the final publication and will be searchable in various abstract and indexing databases) | Affiliated institute                                    | E-mail address                  |
|-------------------------|---------------|----------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------|---------------------------------|
| 1 <sup>st</sup> author  | Isabella      | Kong                                                                                                                                   | The Walter and Eliza Hall Institute of Medical Research |               |
| 2 <sup>nd</sup> author  | Stephanie     | Trezise                                                                                                                                | The Walter and Eliza Hall Institute of Medical Research |         |
| 3 <sup>rd</sup> author  | Amanda        | Light                                                                                                                                  | The Walter and Eliza Hall Institute of Medical Research |                |
| 4 <sup>th</sup> author  | Izabela       | Todorovski                                                                                                                             | Peter MacCallum Cancer Centre                           |  |
| 5 <sup>th</sup> author  | Gisela        | Mir Arnau                                                                                                                              | Peter MacCallum Cancer Centre                           |     |
| 6 <sup>th</sup> author  | Sreeja        | Gadipally                                                                                                                              | Peter MacCallum Cancer Centre                           |   |
| 7 <sup>th</sup> author  | David         | Yoannidis                                                                                                                              | Peter MacCallum Cancer Centre                           |     |
| 8 <sup>th</sup> author  | Kaylene       | Simpson                                                                                                                                | Peter MacCallum Cancer Centre                           |     |
| 9 <sup>th</sup> author  | Xueyi         | Dong                                                                                                                                   | The Walter and Eliza Hall Institute of Medical Research |               |
| 10 <sup>th</sup> author | Lachlan       | Whitehead                                                                                                                              | The Walter and Eliza Hall Institute of Medical Research |            |

Please use an additional sheet if there are more than 10 authors.

**Section 3: Please provide a justification for change. Please use this section to explain your reasons for changing the authorship of your manuscript, e.g. what necessitated the change in authorship? Please refer to the (journal) policy pages for more information about authorship. Please explain why omitted authors were not originally included and/or why authors were removed on the submitted manuscript.**

Anthony Franchione performed additional experiments requested by the reviewers.

**Section 4: Proposed new authorship. Please provide your new authorship list in the order you would like it to appear on the manuscript. Please indicate the corresponding author by adding (CA) behind the name. If the Corresponding Author has changed, please indicate the reason under section 3.**

|                         | First name(s) | Family name (this name will appear in full on the final publication and will be searchable in various abstract and indexing databases) | Affiliated institute                                    | E-mail address               |
|-------------------------|---------------|----------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------|------------------------------|
| 11 <sup>th</sup> author | Jessica       | Tempany                                                                                                                                | The Walter and Eliza Hall Institute of Medical Research |      |
| 12 <sup>th</sup> author | Anthony       | Franchione                                                                                                                             | The Walter and Eliza Hall Institute of Medical Research |       |
| 13 <sup>th</sup> author | Amania        | Sheikh                                                                                                                                 | The Walter and Eliza Hall Institute of Medical Research |          |
| 14 <sup>th</sup> author | Joanna        | Groom                                                                                                                                  | The Walter and Eliza Hall Institute of Medical Research |             |
| 15 <sup>th</sup> author | Kelly         | Rogers                                                                                                                                 | The Walter and Eliza Hall Institute of Medical Research |            |
| 16 <sup>th</sup> author | Marco         | Herold                                                                                                                                 | The Walter and Eliza Hall Institute of Medical Research |            |
| 17 <sup>th</sup> author | Vanessa       | Bryant                                                                                                                                 | The Walter and Eliza Hall Institute of Medical Research |          |
| 18 <sup>th</sup> author | Matthew       | Ritchie                                                                                                                                | The Walter and Eliza Hall Institute of Medical Research |          |
| 19 <sup>th</sup> author | Simon         | Willis                                                                                                                                 | The Walter and Eliza Hall Institute of Medical Research |            |
| 20 <sup>th</sup> author | Ricky         | Johnstone                                                                                                                              | Peter MacCallum Cancer Centre                           |  |

Please use an additional sheet if there are more than 10 authors.

**Section 3: Please provide a justification for change. Please use this section to explain your reasons for changing the authorship of your manuscript, e.g. what necessitated the change in authorship? Please refer to the (journal) policy pages for more information about authorship. Please explain why omitted authors were not originally included and/or why authors were removed on the submitted manuscript.**

Anthony Franchione performed additional experiments requested by the reviewers.

**Section 4: Proposed new authorship. Please provide your new authorship list in the order you would like it to appear on the manuscript. Please indicate the corresponding author by adding (CA) behind the name. If the Corresponding Author has changed, please indicate the reason under section 3.**

|                         | First name(s) | Family name (this name will appear in full on the final publication and will be searchable in various abstract and indexing databases) | Affiliated institute                                    | E-mail address         |
|-------------------------|---------------|----------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------|------------------------|
| 21 <sup>st</sup> author | Philip        | Hodgkin                                                                                                                                | The Walter and Eliza Hall Institute of Medical Research |     |
| 22 <sup>nd</sup> author | Stephen       | Nutt                                                                                                                                   | The Walter and Eliza Hall Institute of Medical Research |        |
| 23 <sup>rd</sup> author | Stephin       | Vervoort (CA)                                                                                                                          | The Walter and Eliza Hall Institute of Medical Research |  |
| 24 <sup>th</sup> author | Edwin         | Hawkins (CA)                                                                                                                           | The Walter and Eliza Hall Institute of Medical Research |   |
| 25 <sup>th</sup> author |               |                                                                                                                                        |                                                         |                        |
| 26 <sup>th</sup> author |               |                                                                                                                                        |                                                         |                        |
| 27 <sup>th</sup> author |               |                                                                                                                                        |                                                         |                        |
| 28 <sup>th</sup> author |               |                                                                                                                                        |                                                         |                        |
| 29 <sup>th</sup> author |               |                                                                                                                                        |                                                         |                        |
| 30 <sup>th</sup> author |               |                                                                                                                                        |                                                         |                        |

Please use an additional sheet if there are more than 10 authors.

**Section 5: Author contribution, Acknowledgement and Disclosures.** Please use this section to provide a new disclosure statement and, if appropriate, acknowledge any contributors who have been removed as authors and ensure you state what contribution any new authors made (if applicable per the journal or book (series) policy). **Please ensure these are updated in your manuscript - after approval of the change(s) - as our production department will not transfer the information in this form to your manuscript.**

**New acknowledgements:**

Not applicable

**New Disclosures (financial and non-financial interests, funding):**

No applicable

**New Author Contributions statement (if applicable per the journal policy):**

AJF performed human ELISA experiments.

State 'Not applicable' if there are no new authors.

|                      | First name | Family name   |                                                           | Signature                                                                           | Date     |
|----------------------|------------|---------------|-----------------------------------------------------------|-------------------------------------------------------------------------------------|----------|
| Corresponding author | Edwin      | Hawkins (CA)  | I agree to the proposed new authorship shown in section 4 | 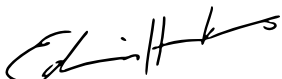 | 17/06/22 |
| Corresponding author | Stephin    | Vervoort (CA) | I agree to the proposed new authorship shown in section 4 | 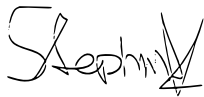 | 17/06/22 |
|                      |            |               |                                                           |                                                                                     |          |

Please use an additional sheet if there are more than 10 authors.

**In case of author collaborations with formal agreement:**

|                                | Name of consortium/consortia | First name | Family name |                                                                                                                                                                               | Signature | Date |
|--------------------------------|------------------------------|------------|-------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|------|
| Representative/legal guarantor |                              |            |             | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author |           |      |

**Both added/removed authors should complete the information in the first table under Section 6.**

---- End of form ----

How the deposited data were processed for this re-analysis (not part of the article)

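Murine splenic B cells activated with LPS were measured in 2 experiments. In MAC-seq, 175 culture wells held 1 of the epigenetic compounds at 1 µM or no compound, 70 wells at 24 hr and 105 at 72 hr, each time on 2 plates. In 3′ RNA-seq, 30 libraries came from cells before activation and at 6, 71 and 95 hr with 0, 4 or 8 µM GSK126, 3 for each condition. Conditions were taken from the sample labels and the well annotation, and 0 per-sample columns were not used.

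The RNA-seq values are raw read counts per gene, without normalization. According to the paper's methods and the sample labels, the authors made them by trimming QuantSeq reads with cutadapt 1.9, mapping to mm10 with HISAT2 and counting with featureCounts. The MAC-seq values are raw UMI counts per gene and well. According to the labels, reads were demultiplexed with bcl2fastq 2.17.1.14, trimmed with cutadapt 2.1 and mapped to mm10, and Seurat 3.2.1 was used, whereas the paper's methods name scruff with Rsubread on a human genome and spike-in sequences. The gene symbols in the counts are mouse symbols, and 0 of 16767 gene rows are spike-ins. In those counts 21 gene names had been turned into dates, and 1 repeated name was summed. Of 43629 gene identifiers in the RNA-seq counts 42462 had a name, and identifiers without a name held 0.416% of counts. Of the named ones 99.9% overlapped the mm10 gene of that identifier.

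RNA-seq libraries held 2817269 to 13130577 counts (median 4205253.5), and MAC-seq wells 46608 to 406505 UMIs at 24 hr (median 122302.5) and 47055 to 798231 at 72 hr (median 188524). The tests were tried on simulated data of the same depth and design. At a log2 fold change of 1, 20.2% of changed genes were called for 3 against 3 libraries, 2.02% for 2 compound wells and 13.1% for the pooled PRC2 inhibitors.

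Counts were normalized by TMM and tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest), two-sided, with Benjamini-Hochberg adjustment per comparison. RNA-seq genes needed at least 1 CPM in at least 3 libraries, and all 10 groups were fitted together without pairing of replicates. The paper's text names a filter on CPM in at least 3 samples but not its value. MAC-seq genes needed a UMI in at least 10% of the wells of a time point, and plate was a term of the fit. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. CPM values given for single genes are normalized by TMM. The Sdc1 values correlated with the ASC score are CPM without TMM. Log2 CPM values for tests of gene lists used a prior count of 2. Differences of the GSK126 effect between 71 and 95 hr were tested as an interaction at the adjusted p alone.

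Gene lists were tested with camera of limma 3.58.1, with a preset correlation of 0.01 between genes, or with a correlation estimated per list as an alternative, and adjusted over lists, comparisons or compounds. The lists were fixed before the data were examined: the ASC signature of 301 genes and the pro-apoptotic signature of 6 from the paper's supplement, ASC transcription factors, B cell identity, the unfolded protein response, translocation and secretion, immunoglobulin and J chain, histones, cell cycle, PRC2 components, Cdkn inhibitors, cholesterol, interferon-stimulated genes, the early LPS response, glycolysis, the ATF4 response, p53 targets and the BCL2 family, and, as signs of other cells or of RNA quality, T cell, myeloid, NK and dendritic, erythroid and platelet markers and the mitochondrial genome. Of the ASC signature, 299 genes were in the RNA-seq counts and 282 in the MAC-seq counts. Enrichment scores were computed with fgsea 1.28.0.

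Each MAC-seq well was scored with AUCell over the top 5% of ranked genes, written in Python, and compounds were compared with untreated wells by exact permutation, two-sided. Sdc1 and the ASC score were correlated over compounds with 100000 random regroupings. Distances between compounds used 10 principal components of log2(CPM + 10) over the 2000 most variable genes. Temporal clusters came from k-means with 12 clusters and 100 random starts.

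The alternatives were DESeq2 1.42.0, limma-voom, other size factors, no low-count filter, only the 2 groups compared, replicate number or no plate as a block, leaving out each replicate, immunoglobulin genes out of library sizes, a stricter adjusted p of 0.01, fry, AUCell over the top 10%, the mean of log2(CPM + 10), thinned wells, 5 and 20 components, 500 genes, and 8 and 16 clusters. Covariates for ribosomal RNA shares, ribosomal RNA genes out of library sizes, RGF966 read as RGFP966, and at 24 hr thinned wells and the other compounds as control, were added after the data were examined. Other splits of the libraries and wells were counted, up to 100 for each comparison.

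Named genes were chosen by a rule written before the data were examined: genes the paper's text names or labels in its figures, the genes with the largest rise and fall among called genes of a comparison, and up to 4 called members of each list with the largest change. The genes named in the paper had been seen there. Of the genes the rule gives, those with a role in the claims are described. Flow cytometry, CRISPR screen and ChIP-seq data were not analysed, since the counts hold none of them.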

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

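The tests at 6 hr, the test of exchanged labels and the other splits of the libraries within each time point were chosen after the results were seen; the remaining splits were chosen before theirs. The ribosomal RNA share as a covariate and the settings added at 24 hr were chosen after the results were seen too, and the test of slopes at 71 hr after all other results, but what they would show for the other split at 71 hr and at 24 hr was written before those tests were run.

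At 6 hr, a time for which the paper reports no gene, 4 µM GSK126 changed 551 genes, while edgeR called 0 for 8 µM (2435 at an unadjusted p under 0.05; DESeq2 39). A candidate source is the share of ribosomal RNA in a library. In the 21 libraries of other times, the genes that 4 µM raised at 6 hr followed the mitochondrial ribosomal RNA share more steeply than the lowered genes did, by a difference of slopes of 0.436 (SD 0.0314 over resampled genes). With the share in the fit the median log2 fold change of the raised genes went from 1.68 (interquartile range 1.09) to 0.70 (interquartile range 0.66), and at 8 µM from 1.34 to 0.60. An effect of GSK126 within 6 hr cannot be told apart from the share, because the share itself separates these doses, at 0.472 to 1.26% for 0 µM and 2.19 to 3.46% for 4 µM.

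At 71 hr, another split of the 6 libraries at 0 and 4 µM changed 525 genes, several times the 102 of the real doses, which points to a structure of the libraries other than dose. That split puts replicate 1 of each dose with the other dose, but exchanged labels are argued against: on the genes called at 95 hr, 4 µM replicate 1 scored 0.978 and the 0 µM libraries 0.131 to 0.387 (SD 0.130). With the mitochondrial ribosomal RNA share in the fit the other split changed 19 genes and the real doses 64, but the share separates the sides of that split, at 0.461 to 0.698% and 1.55 to 3.08%, so that this fall decides nothing. In the 21 libraries of other times, the 497 genes higher on the side with the larger share followed the share more steeply than the 28 lower genes, by a difference of slopes of 0.532 (SD 0.0194 over resampled genes). Of the genes in that split 32.0% were processed pseudogenes, against 9.98% of those tested. A different share of ribosomal RNA stays open as a candidate source, and no biological difference between replicates was tested.

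At 24 hr a compound changed a median of 105 genes (4 to 480 over 37 compounds) against untreated wells, a time for which the paper gives no number of changed genes. Against the other compounds the median was 3 (0 to 446), as would be seen if the untreated wells stood apart. With every well thinned to 46608 UMIs, where the median well held 122302.5, it was 12, but thinning lowers the count whatever its cause, so that a part played by depth cannot be told apart. Genes called for 1 compound were also called for a median of 0% of the others. With a power of 24% at a log2 fold change of 2, in simulated counts of the 72 hr design, calls are rarely shared whatever their source. By this count an action of most compounds cannot be told apart either. In all, 28 of 1883 genes were called for most compounds, such as Gm1821 (33 of 37 compounds, higher), Rps18-ps3 (29, higher) and Yam1 (32, lower), named after their values were seen. The median was 49 by DESeq2, 1 without plate as a block, 0.5 without replicate 1 and 178 without replicate 2. Against the other compounds JQ1 changed 446 genes, CPI-203 390, DZNeP 126 and nexturastat A 106, so that comparison could show an effect. Its median of 3 argues against an action that differs from compound to compound for most of them, though not for compounds such as these. An action shared by the compounds, depth, and untreated wells that stand apart stay open.

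At 95 hr, a time whose DEGs the paper does not list, 174 genes changed at 4 µM and 295 at 8 µM. Between 71 and 95 hr the effect of GSK126 differed, by an interaction test at an adjusted p of at most 0.05, for 28 genes at 4 µM and 118 at 8 µM. Among 50 splits of the libraries the highest others were 980 and 1680, with 7 and 9 splits as high as the real one, itself included, so that chance was not excluded for these counts. Histone genes, higher as a list at 71 hr (at 4 µM only with the preset correlation, adjusted p = 0.077 with an estimated correlation), were lower at 95 hr than that would give (camera adjusted p = 3.85e-25 at 4 µM, adjusted p = 0.039 with an estimated correlation; 4.47e-38 at 8 µM, adjusted p = 0.0033 with an estimated correlation). Genes of cholesterol synthesis and uptake moved upwards from 71 to 95 hr (2.94e-13 at 4 µM, adjusted p = 5.6e-04 with an estimated correlation; 4.09e-20 at 8 µM, adjusted p = 3.2e-05 with an estimated correlation). The mean shares of ribosomal RNA were higher with either dose at 71 hr and lower at 95 hr. For 0, 4 and 8 µM, Gm42418 took a mean of 0.627, 2.25 and 3.83% of counts at 71 hr and 8.29, 3.63 and 7.30% at 95 hr, and mitochondrial ribosomal RNA 0.874, 1.86 and 1.25% and then 1.33, 0.866 and 1.09%. Small RNA genes moved the same way as histone genes. At 95 hr they took a mean of 0.265, 0.156 and 0.199% for 0, 4 and 8 µM, and histone genes 1.39, 1.00 and 0.879%. Whether the lists follow the shares of ribosomal or small RNA was not tested. For cholesterol genes at both doses and histone genes at 8 µM no other split was as strong, the least that 50 splits allow. These lists were taken to the splits after they had passed the interaction test on the same libraries. The splits were not adjusted over lists. Chance is thus made less likely but not excluded, and neither is a part played by the shares of RNA. For histone genes at 4 µM 1 other split was stronger. With the real one included, 2 of 50 were as strong, so chance is not excluded there either. The camera p was 1.75e-26 against 6.38e-27 in the highest other for histone genes at 4 µM, 2.03e-39 against 1.26e-37 at 8 µM, and 2.67e-14 against 6.12e-10 and 3.72e-21 against 1.71e-15 for cholesterol genes. At 8 µM the amino acid and ATF4 response (adjusted p = 6.99e-19, 9.4e-05 with an estimated correlation) and ASC transcription factors (adjusted p = 6.44e-05, 0.0013 with an estimated correlation) moved downwards, and chance was not excluded, with 9.53e-20 against 2.97e-32 and 1.17e-05 against 9.19e-07 (3 and 7 splits, the real one included).

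Among untreated wells at 72 hr, 1 well of plate 1 had a pro-apoptotic AUCell score of 0.00518 where the others were at 0, and 1 well of plate 2 an ASC score of 0.155. Both lay far from the rest of their group by Dixon's test, which marks about 1 in 20 groups by chance, and 2 of 17 groups were marked. Where all other wells are at 0, as for the pro-apoptotic score, the test marks any well above 0, so that mark says nothing about that well.

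For 3 against 3 libraries there are 10 splits, too few for a share under 0.05. The real and highest other counts were 334 and 93 for 8 µM at 71 hr, 1 and 263 between 8 and 4 µM, 174 and 0, and 295 and 0, for 4 and 8 µM at 95 hr, and 551 and 0, and 0 and 2, at 6 hr. For time without GSK126 they were 3658 and 143 at 6 hr, 5182 and 587 at 71 hr and 4572 and 0 at 95 hr. For the ASC signature the camera p was 3.05e-19 against 1.82e-14 and 2.87e-30 against 1.69e-18 at 71 hr, 8.71e-33 against 1.16e-11 and 3.67e-34 against 5.15e-12 at 95 hr, and 0.176 against 0.107 and 0.280 against 0.116 at 6 hr, for 4 and 8 µM. Among 100 splits of MAC-seq wells, fitted on those wells alone, chance was excluded for the PRC2 inhibitors (35 genes against 2 in the highest other; ASC signature 4.42e-45 against 1.01e-22), GSK503 (19 against 10), vorinostat (674 against 345) and I-BET-762 (611 against 69).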

How the results depend on the processing

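The covariates, ribosomal RNA genes out of library sizes, RGF966 read as RGFP966, the other compounds as control and the thinned wells at 24 hr were chosen after the results were seen; the remaining settings were chosen before. Where a value differs below, the cause was not tested, except that leaving out a library or fitting only 2 groups gives fewer libraries, and no filter gives more genes.

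The rise of the ASC signature at 71 and 95 hr, the correlation of Sdc1 with the signature, and the similarity of classes and of sources kept their direction and their side of the threshold in every setting tried. Counts of DEGs did not. The median number of genes called per compound at 72 hr was 1.5, and 1 in each other setting. With no low-count filter, 296 genes were called for 4 µM at 71 hr (102 with it), 28 between 8 and 4 µM (1), 287 for 4 µM at 95 hr (174), 953 and 370 for 4 and 8 µM at 6 hr (551 and 0), and 598 and 253 for the interactions at 4 and 8 µM (28 and 118). The Gm42418 share separates 0 from 4 µM at 6 hr (barely), 71 hr and 95 hr and 0 from 8 µM at 71 hr, and the mitochondrial share separates 0 from 4 µM at 6 hr and 0 from both doses at 95 hr, so that fits with them cannot tell the share from dose there, nor in the interactions. With the Gm42418 share as a covariate, 41 and 183 genes were called for 4 and 8 µM at 71 hr, 22 for 4 µM at 6 hr and 0 and 28 for the interactions. With the mitochondrial ribosomal RNA share they were 64 for 4 µM at 71 hr, 2 between the doses, 0 for 4 µM at 6 hr and 233 for the interaction at 8 µM. The ASC signature at 6 hr was then reversed in direction, at an adjusted p = 0.842 and 0.760 for 4 and 8 µM, and by fgsea it was lower, at an adjusted p = 9.78e-04 and 0.00957. From only the 2 groups compared, 19 and 183 genes were called at 71 hr, 0 between the doses and 377 for 4 µM at 95 hr. At an adjusted p of at most 0.01 there were 50 and 194 at 71 hr. DESeq2 called 4 genes between the doses, 39 for 8 µM at 6 hr, and 157 and 252 for the interactions, and limma-voom 3 between the doses and 56 for the interaction at 4 µM. With replicate number as a block, 96 and 302 genes were called for 4 and 8 µM at 71 hr.

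Leaving out 1 library gave 40 to 406 genes for 4 µM and 211 to 475 for 8 µM at 71 hr, 0 between the doses for 5 of 6 libraries, 92 to 146 for 4 µM at 95 hr, 0 to 1140 for 4 µM and up to 379 for 8 µM at 6 hr, and 14 to 121 and 50 to 144 for the interactions. A group left with 2 libraries takes part of its spread from the other groups.

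For the pooled PRC2 inhibitors, 12 genes were called by DESeq2 and 9 without replicate 2 (26 in the fit reported above). Between GSK126 and GSK503 (4 genes), 2 were called with no low-count filter, 1 without plate as a block, 1 by DESeq2, 42 without replicate 1 and 1 without replicate 2. At 24 hr the median of 105 genes per compound was 49 by DESeq2, 1 without plate as a block, 12 in thinned wells, 3 with the other compounds as control, 0.5 without replicate 1 and 178 without replicate 2. The pro-apoptotic signature, which passed for 3 compounds, passed for 1 with DESeq2, 4 with no low-count filter, 4 without replicate 1 and 2 without replicate 2. Its AUCell score, higher for 8 compounds, was higher for 6 and lower for 1 over the top 10% of genes, and passed for 0 with the mean of log2(CPM + 10) and 0 in thinned wells (7 and 6 at an unadjusted p under 0.05). Without replicate 1 the ASC signature of EI1 (adjusted p = 0.865, and 0.124 without replicate 2) and the pro-apoptotic signatures of GSK503 (0.999, and 0.798 without replicate 2) and vorinostat (0.585 and 0.798) reversed in direction. Without replicate 2 so did the pro-apoptotic signatures of EPZ011989 (0.960, and 0.251 without replicate 1) and GSK J1 (0.976 and 0.584). A compound left with 1 well is assumed to vary like the other groups. Of 132 tests of 22 fixed lists, 45 passed, 26 with an estimated correlation and 56 with fry. Atoh8 and Prdm1 shared a cluster in 96 starts with 8 clusters and 39 with 16 (72 with 12).

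For named genes past the threshold in the RNA-seq, 566 values kept direction and call under the other settings, 52 lost the call and 1 reversed; leaving out 1 library, 301 kept it and 47 lost it. The reversal was Gm42418 at 8 µM and 71 hr with its own share as a covariate (log2 fold change −0.17; −0.13 at 4 µM, not past the threshold before). In MAC-seq 179 kept the call and 4 lost it, and leaving out 1 replicate 57 kept it, 26 lost it and Mt3 under THZ531 reversed (−1.69 without replicate 1 and 5.56 without replicate 2). Nuak1 at 95 hr and 4 µM, close to 0, turned positive with DESeq2 (0.015), RLE size factors (0.014), no low-count filter (0.031), immunoglobulin genes out of library sizes (0.0080), ribosomal RNA genes out of library sizes (0.033), only the 2 groups compared (0.032) and without 1 library (−0.10 to 0.098), and at 8 µM without 0 µM replicate 2 (0.0069; −0.19 without 0 µM replicate 1).

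The shallowest MAC-seq wells held 46608 UMIs at 24 hr and 47055 at 72 hr. In simulated counts 2.02% of genes with a log2 fold change of 1 passed for 2 compound wells. Depth was not varied in that simulation, so a limit set by depth cannot be told apart from one set by the number of wells. No well lay under 10% of the median of its plate, so leaving such wells out removed none. The comparison with solvent wells was not run, since no such wells are annotated, nor the correlation with cell number.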

Differences from the paper's values

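The normalized enrichment score of the ASC signature at 4 µM GSK126 and 71 hr was 3.54, and the paper's is about 3.3 in Fig. 4c, read by eye. The paper's ranking appears to hold fewer genes than the 14153 ranked here, so the scores may not be on one scale, and no other setting set before the data were examined was run for this score.

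At the paper's thresholds, 102 DEGs at 4 µM and 334 at 8 µM were called at 71 hr, where the paper's counts are 96 and 245. With limma-voom, the paper's stated method, the counts were 117 and 383, the second more than 1.5 times the paper's. At 4 µM 93 genes were higher, where the paper has 78. Limma-voom gave 103 higher and DESeq2 124, the latter more than 1.5 times the paper's. The count of DEGs at 4 µM was 96 with replicate number as a block, and also 96 with immunoglobulin and J chain genes out of library sizes. In those settings, however, the count at 8 µM was 302 and 332, and 89 and 87 genes were higher at 4 µM. Neither setting thus gave all the paper's counts.

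The paper lists SGI-1027 among compounds that raise both the ASC and the pro-apoptotic signature. Here its pro-apoptotic list missed the adjusted p by camera (0.065), while its AUCell score passed (adjusted p = 0.0423, exact permutation test), as did camera with no low-count filter (adjusted p = 0.0245) and without replicate 1 (adjusted p = 0.044), in a range of 0.0245 to 0.150 over the settings. THZ531 passed for both signatures by camera. The paper places Atoh8 and Prdm1 in separate temporal clusters with a correlated pattern, and here both genes were in 1 cluster. The volcano plot labels 53 genes together with the heat map, and 51 passed the adjusted p at 4 µM. Of those that did not, Gm42418 had an adjusted p = 0.0572, and passed with DESeq2 (0.037), with no low-count filter (1.1e-17) and without 0 µM replicate 1 (0.042) or 4 µM replicate 1 (0.046).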

Other observations

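In this part, the fit with the Gm42418 share and the other compounds as control were chosen after the results were seen.

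At 95 hr metabolic genes that the paper does not discuss differed between doses of GSK126. The libraries of that time also differed in signs of RNA quality, which holds for every list below at 95 hr: for 0, 4 and 8 µM, mitochondrial ribosomal RNA took 1.26 to 1.41%, 0.785 to 0.951% and 0.946 to 1.21% of counts, and mitochondrial messenger RNA 1.51 to 1.61%, 1.81 to 2.02% and 1.78 to 1.89%. Of 21 genes of cholesterol synthesis and uptake, 5 rose at 4 µM and 7 at 8 µM, and none fell (11 and 14 higher when adjusted over the list alone; camera adjusted p = 6.3e-09 and 1.2e-11, adjusted p = 0.0017 and 3.0e-04 with an estimated correlation). Insig1, which restrains sterol synthesis, had a log2 fold change of 1.09 at 8 µM (standard error 0.200, adjusted p = 7.06e-04). At 71 hr the same list went down, with 1 lower at 4 µM and 4 at 8 µM (7 and 9 adjusted over the list alone; camera adjusted p = 7.5e-04 and 2.0e-05, adjusted p = 0.063 and 0.017 with an estimated correlation).

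Of 23 genes of the amino acid and ATF4 response, 6 fell at 4 µM and 15 at 8 µM at 95 hr, and none rose (10 and 20 lower adjusted over the list alone; camera adjusted p = 1.4e-07 and 4.6e-26, adjusted p = 0.0068 and 9.7e-06 with an estimated correlation). Trib3, a pseudokinase that ATF4 induces, went from 91 ± 11.7 CPM (SD, n = 3) to 27.7 ± 0.885 and 10.2 ± 3.44 CPM, log2 fold changes of −1.72 (standard error 0.174, adjusted p = 7.34e-07) and −3.16 (standard error 0.192, adjusted p = 6.36e-12). At 71 hr the list did not pass (camera adjusted p = 0.257 and 0.418). Of 30 genes of B cell identity 7 and 9 fell at 95 hr (12 and 11 adjusted over the list alone; camera adjusted p = 2.1e-07 and 3.1e-04, adjusted p = 0.0020 and 0.023 with an estimated correlation).

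Glycolysis genes were lower at 71 hr, 1 of 15 at 4 µM and 9 at 8 µM (8 and 9 adjusted over the list alone; camera adjusted p = 1.6e-05 and 1.6e-08, adjusted p = 0.068 and 0.017 with an estimated correlation). Ldha, lactate dehydrogenase A, was 303.9 ± 61.8 CPM at 0 µM and 135.7 ± 21.7 CPM at 8 µM (SD, n = 3), a log2 fold change of −1.16 (standard error 0.168, adjusted p = 4.47e-05; with the Gm42418 share as a covariate, which itself separates 0 µM from both doses at 71 hr, −0.74 and adjusted p = 0.052). At 95 hr 1 fell at 4 µM (camera adjusted p = 0.840) and 4 at 8 µM (camera adjusted p = 0.0013, adjusted p = 0.16 with an estimated correlation).

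Secretory and immunoglobulin lists were higher at 95 hr at both doses. Of 26 genes of the unfolded protein response 16 rose and 2 fell at 4 µM and 18 rose and 2 fell at 8 µM (camera adjusted p = 1.2e-10 and 3.5e-12). Of 33 genes of translocation and secretion 13 and 19 rose (5.9e-22 and 5.2e-21), and of 11 immunoglobulin and J chain genes 6 and 10 (1.0e-11 and 3.0e-19). With an estimated correlation the largest adjusted p of these 3 lists was 4.5e-04. Of 10 ASC transcription factors 5 and 4 rose, and the list passed at 4 µM (0.0085, adjusted p = 0.018 with an estimated correlation) and not at 8 µM (0.196). Histone genes had medians of −0.57 and −0.66 at 95 hr (camera adjusted p = 1.6e-08 and 2.3e-09, adjusted p = 0.18 and 0.16 with an estimated correlation).

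At 71 hr and 4 µM edgeR called 0 of 36 cell cycle genes (7 at an unadjusted p under 0.05; camera adjusted p = 0.745), 0 of 6 Cdkn inhibitors (3; 0.949), 0 of 24 interferon-stimulated genes (2; 0.902) and 0 of 6 pro-apoptotic genes (2; 0.237). Of 30 genes of the early LPS and NF-kB response 1 rose and 1 fell (0.623), of 16 p53 targets 1 and 1 (0.0973) and of 14 genes of the BCL2 family 1 fell (0.223). Among lists for other cells or RNA quality, edgeR called 0 of 10 T cell markers (1 at an unadjusted p under 0.05; camera adjusted p = 0.236), 1 of 7 NK and dendritic cell markers (higher; 0.664), 1 of 6 erythroid and platelet markers (lower; 0.237) and 0 of 13 genes of the mitochondrial genome (3 at an unadjusted p under 0.05; 0.947). At 8 µM 0 of these 13 were called (0.925), and at 95 hr 0 of these 13 genes were called at either dose (0 and 1 at an unadjusted p under 0.05; 0.319 and 0.139). At 6 hr 2 rose and 5 fell at 4 µM (0.235) and 0 were called at 8 µM (9 at an unadjusted p under 0.05; 0.123), and mitochondrial messenger RNA took a mean of 1.99, 1.34 and 1.33% of counts at 0, 4 and 8 µM.

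In MAC-seq with the pooled PRC2 inhibitors, B cell identity, glycolysis and the ATF4 response were lower with the preset correlation only (camera adjusted p = 0.0073, 0.017 and 0.0065, adjusted p = 0.062, 0.18 and 0.062 with an estimated correlation). GSK J4 and GSK J1, both listed as inhibitors of Jmjd demethylases, differed in the mean log2 fold change of the ASC signature by 0.23 (95% CI 0.030 to 0.44; camera adjusted p = 0.0042, adjusted p = 0.763 with an estimated correlation) at 72 hr and −0.14 (95% CI −0.30 to 0.026) at 24 hr. GSK J1 alone changed 448 genes at an adjusted p of at most 0.05 against untreated wells at 24 hr, 45 against the other compounds at 24 hr, and 1 against untreated wells at 72 hr.

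Over 11887 genes tested in both experiments, the log2 fold changes of GSK126 at 1 µM in MAC-seq and at 4 µM in the RNA-seq at 71 hr had r = 0.012 and rho = 0.038; genes are not replicates, so no p is given. Of 82 genes higher at 4 µM, 50 had a positive log2 fold change in MAC-seq (median 0.18, against −0.09 over all genes), and 56 had one under the pooled PRC2 inhibitors. Of 7 genes lower at 4 µM, 4 were negative in MAC-seq.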
